# Transcriptional Pathways Associated with Skeletal Muscle Changes after Spinal Cord Injury and Treadmill Locomotor Training

**DOI:** 10.1155/2015/387090

**Published:** 2015-08-24

**Authors:** Celine Baligand, Yi-Wen Chen, Fan Ye, Sachchida Nand Pandey, San-Huei Lai, Min Liu, Krista Vandenborne

## Abstract

The genetic and molecular events associated with changes in muscle mass and function after SCI and after the implementation of candidate therapeutic approaches are still not completely known. The overall objective of this study was to identify key molecular pathways activated with muscle remodeling after SCI and locomotor training. We implemented treadmill training in a well-characterized rat model of moderate SCI and performed genome wide expression profiling on soleus muscles at multiple time points: 3, 8, and 14 days after SCI. We found that the activity of the protein ubiquitination and mitochondrial function related pathways was altered with SCI and corrected with treadmill training. The BMP pathway was differentially activated with early treadmill training as shown by Ingenuity Pathway Analysis. The expression of several muscle mass regulators was modulated by treadmill training, including *Fst*, *Jun*, *Bmpr2*, *Actr2b*, and *Smad3*. In addition, key players in fatty acids metabolism (*Lpl* and *Fabp3*) responded to both SCI induced inactivity and reloading with training. The decrease in *Smad3* and *Fst* early after the initiation of treadmill training was confirmed by RT-PCR. Our data suggest that TGF*β*/Smad3 signaling may be mainly involved in the decrease in muscle mass observed with SCI, while the BMP pathway was activated with treadmill training.

## 1. Introduction

Spinal cord injury (SCI) is one of the most disabling health problems faced by adults today. One of the physiological changes secondary to SCI is progressive muscle atrophy. The loss of muscle mass after spinal cord injury has been well documented, with patients with complete SCI having about 20–55% muscle atrophy [1] and patients with incomplete SCI showing about 20–30% atrophy [2] within 6 months to 1 year after SCI. Muscle wasting does not only impact the care and lifestyle of patients after SCI but also has significant health implications, increasing the patients' risk to develop secondary complications such as bone demineralization, diabetes, and cardiovascular disease [3, 4]. Maintenance of muscle mass is essential to metabolic health and is necessary to maximize functional gain from rehabilitation strategies after SCI.

A potential rehabilitation intervention in the treatment of individuals with SCI is the use of repetitive locomotor training to promote neural plasticity. This approach was derived from animal and human studies showing that stepping can be generated by virtue of the neuromuscular system's responsiveness to phasic peripheral sensory information associated with locomotion, in the presence of central pattern generator (reviewed in [5]). Our group and others have shown that locomotor training can induce substantial recovery in muscle size and muscle function in transected [6] and moderate contusion injury animal models of SCI [7–9]. Some studies suggest that this may reflect enhanced synthesis of growth factors within the central nervous system [10], but other potential activity-dependent molecular changes remain unknown, in particular the ones occurring locally in the muscle in parallel with atrophy and hypertrophy.

Muscle atrophy depends on the balance between protein breakdown, protein synthesis rates, and apoptosis. It has been attributed to the activation of various protein degradation pathways in several models of disuse, such as denervation, unloading, cachexia, or aging [11, 12]. Previous work in animal models showed that alterations in the protein ubiquitination and energy production related pathways are common features of the atrophy process [13–16]. The activation of growth factors such as insulin-like growth factors (IGFs), myogenic regulatory factors (MRFs) [17], transforming growth factors (TGFs) [18], and the bone morphogenic proteins (BMPs) [19] has also been shown to play an important role in muscle atrophy and hypertrophy. However, the activation or predominance of the different pathways involved can be specific to the condition inducing atrophy [20]. To our knowledge, only one study used gene profiling in human muscle samples to perform a general screening of the pathways activated in skeletal muscle after SCI [21]. However, the specific molecular signaling changes that occur after SCI and subsequent recovery and/or rehabilitation intervention remain largely unknown.

A better understanding of the molecular events regulating protein synthesis and degradation after SCI and locomotor training and their temporal relationship to changes in muscle mass is of considerable clinical importance and has far-reaching implications for posttraumatic health care. Therefore, the overall objective of this study was to identify key molecular pathways activated with muscle remodeling after SCI and during locomotor training. We implemented treadmill training in a well-characterized rat model of moderate SCI [9, 22–24] and performed genome wide expression profiling with microarray on soleus muscles at multiple time points during the course of SCI (prior and 3, 8, and 14 days after SCI) and during the course of a treadmill training intervention initiated 7 days after injury (8 and 14 days after SCI). We used two different approaches for data analyses. First, we took an unsupervised approach and identified molecular pathways affected most at each time point. We then targeted genes that are known to be involved in muscle remodeling and may play important roles in the process.

## 2. Material and Methods

### 2.1. Study Design

In this cross-sectional study, six groups of rats were studied, including a control group, three SCI groups at three time points (days 3, 8, and 14), and 2 SCI groups with treadmill training at two time points (days 8 and 14). In the latter groups, the treadmill was initiated 7 days after SCI. For the analysis of changes during the course of SCI, comparisons were done with reference to control samples for each time point after SCI (days 3, 8, and 14). For the analysis of the effects of treadmill training on SCI, samples from the treadmill trained SCI rats were compared to samples collected from SCI rats with no training. Differences between the trained muscles and untrained muscles at a specific time point (day 8 or day 14) were determined.

### 2.2. Animals

Thirty-six adult female Sprague Dawley rats (16 weeks of age, 260–280 g at the beginning of the study) were obtained from Charles River Laboratories and housed in a temperature (22 ± 1°C) and humidity (50 ± 10%) controlled room with 12:12 hours light:dark cycle. Animals were provided rodent chow and water ad libitum and were given 1 week to acclimatize to the environment. Animals were sacrificed at one of the following time points and conditions: 3 days after SCI (SCI3d, *n* = 6), 8 days after SCI (SCI8d, *n* = 6), 14 days after SCI (SCI14d, *n* = 6), 8 days after SCI and after 3 treadmill training sessions (SCI8d + TM, *n* = 6), and 14 days after SCI and after 5 days of repeated treadmill training sessions (SCI14d + TM). Age-matched control animals (CTR, *n* = 6) were used as the baseline. Experimental animals were given access to transgenic dough diet (Bio-Serv, NJ, product number S3472), placed on the bottom of the cage, to ensure adequate food intake. All procedures were performed in accordance with the US Government Principle for the Utilization and Care of Vertebrate Animals and were approved by the Institutional Animal Care and Use Committee at the University of Florida.

### 2.3. Spinal Cord Injury Procedure

All surgical procedures were performed under aseptic conditions. Moderate contusion SCI was produced using a NYU-MASCIS injury device as previously described [25, 26]. Briefly, the animals were deeply anesthetized with a combination of ketamine (90 mg/kg body weight) and xylazine (8 mg/kg body weight) and a dorsal laminectomy was performed at the thoracic vertebral level T7–T9 to expose the spinal cord [27]. Clamps attached to the spinous processes of T7 and T9 stabilized the vertebral column. Contusion was produced by dropping a 10 g cylinder from a height of 25 mm onto the T8 segment of the spinal cord. Analgesia was given in the form of buprinex (0.025 mg/kg) and ketoprofen (22 mg/kg) once daily over the first 36 hrs after SCI. The animals were housed individually and kept under vigilant postoperative care, including daily examination for signs of distress, weight loss, dehydration, and bladder dysfunction. Manual expression of bladders was performed 2-3 times daily, as required, and animals were monitored for the possibility of urinary tract infection.

### 2.4. Locomotor Training

Quadrupedal locomotor training was initiated on postoperative day 7. Training consisted of 20 min stepping sessions on a treadmill. Training was performed 3 times in the SCI8d + TM group (2 times on day 7 and one time on day 8) and was repeated twice a day for 5 days in the SCI14d − TM group. When necessary, body weight support was manually provided by the trainer. The level of body weight support was adjusted to make sure that the hindlimbs of the animals did not collapse and was gradually removed as locomotor capability improved. During the first day of training, assistance was provided to place the rat hindpaws in plantar-stepping position during training. Typically, rats started stepping when they experienced some load on their hindlimbs.

### 2.5. Tissue Collection

Left* soleus* muscles were harvested in all groups. In the SCI8d + TM and SCI14d + TM groups, muscle samples were harvested 8 hours after the end of the last treadmill training session. Briefly, rats were anesthetized with isoflurane (3% for induction, 1-2% for maintenance), and a small dorsal, midline incision was made to expose the gastrocnemius-soleus complex. The soleus was carefully separated from the gastrocnemius, harvested, and weighed. The sample was rapidly frozen in isopentane, precooled in liquid nitrogen, and subsequently stored at −80°C.

*t*-test was used to determine the statistical significance (*p* < 0.05) of the changes in muscle mass.

### 2.6. Expression Profiling

GeneChip Rat Genome 230 2.0 Array microarrays containing approximately 30,000 transcripts were used for the expression profiling experiment. Standard procedures including total RNA isolation, cDNA synthesis, cRNA labeling, microarray hybridization, and image acquisition were done as described in the manufacturer's protocol and our previous publications [20, 28]. Briefly, total RNA was isolated with TRIzol reagent (Invitrogen) and then purified with RNeasy MinElute Cleanup Kit (Qiagen). Two hundred nanograms of total RNA from each sample was reverse-transcribed to double-stranded cDNA followed by in vitro cRNA synthesis using one-cycle target labeling and control reagents and protocol (Affymetrix). Biotin-labeled cRNA was then purified using GeneChip Sample Cleanup Module (Affymetrix) and fragmented randomly prior to hybridizing to the microarrays overnight. Each array was washed and stained using the Affymetrix Fluidics Station 450 and then scanned using the GeneChip Scanner 3000. The quality control criteria developed at Children's National Medical Center Microarray Center for each array were followed [6].

Generation of hybridization signals of the microarrays was done using Microarray Suite 5.0 (MAS 5.0) (Affymetrix, CA) as previously described [21, 29–32]. After the absolute analysis, the gene expression values were imported into GeneSpring 11.0 (Silicon Genetics) for data filtering and statistical analysis. First, genes were filtered with numbers of present calls across the 36 arrays analyzed. Genes with at least 4 present calls (detected by more than 10% of the arrays) were selected for statistical analysis. We identified 31099 probe sets that met this filtering criterion. In GeneSpring, *t*-test was performed and probe sets showing significant (*p* < 0.05) expression changes were retained for pathway analysis. No additional fold change filters were used. The comparisons were done by comparing samples of each time point after SCI (days 3, 8, and 14) to the control time point (day 0), respectively. The treadmill trained samples were compared to the SCI samples collected at the same time point to obtain differences between the trained muscles and untrained muscles at a specific time point (day 8 and day 14).

To investigate molecular networks and pathways associated with gene lists in this study, Ingenuity Pathway Analysis (IPA) (Ingenuity Systems) was used with default settings to identify gene interactions and to prioritize molecular pathways differentially affected in different groups. Hierarchical clustering was performed using GeneSpring software to visualize transcripts showing coordinate regulation as a function of time.

The significance of the association between the genes in each dataset and the canonical pathway was determined by Fisher's exact test. The *p* values were calculated to determine the probability of the association between the genes. All profiles have been made publicly accessible via NCBI GEO (number GSE45550) (http://www.ncbi.nlm.nih.gov/geo/).

### 2.7. Reverse Transcription and Quantitative RT-PCR Analysis

Reverse transcription and quantitative RT-PCR (qRT-PCR) were performed as previously described [17]. Briefly, total RNA (2 *μ*g) was reverse-transcribed to cDNA using oligo(dT) primer (0.5 *μ*g/*μ*L) and reagents from Invitrogen. cDNA was amplified in triplicate in SYBR Green PCR Master Mix (Applied Biosystems). The thermal cycling conditions included 95°C for 10 min, followed by 40 cycles of amplification at 95°C for 15 s and 60°C for 1 min. Primer sequences used for rat myogenic factor 6 (MYF6 6/MRF4), follistatin (FST), mothers against decapentaplegic homolog 3 or SMAD family member 3 (SMAD3), and glyceraldehyde 3-phosphate dehydrogenase (GAPDH), which served as an internal control, are provided in Table 1. All primers were tested for nonspecific amplicons and primer dimers by visualizing PCR products on 2% agarose gels before performing qRT-PCR. The ΔΔCT value method (where CT is cycle threshold) was used to determine fold differences as described previously [17].

## 3. Results

### 3.1. Changes in Soleus Muscle Wet Weight after SCI and Treadmill Training

Soleus muscle wet weights are presented in Figure 1. SCI resulted in a rapid loss in muscle weight 3 and 8 days after injury (−25%, *p* = 0.0005). By day 14, muscle weight was still lower than in controls without reaching significance (−16%, *p* = 0.056). However, 5 days of training significantly increased muscle wet weight (SCI14d + TM, *p* = 0.005).

### 3.2. The Highest Number of Differentially Expressed Transcripts Was Observed 3 Days after SCI

The largest number of genes differentially expressed compared to controls was found 3 days after SCI (Figure 2). 

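RNA from the left soleus of 36 female rats was hybridised to 36 Affymetrix arrays, 1 array per rat and 6 rats per group. The groups were the controls (CTR), rats 3, 8 and 14 days after a moderate contusion of the thoracic spinal cord (SCI3d, SCI8d and SCI14d), and rats trained on a treadmill until day 8 or day 14 (SCI8d + TM and SCI14d + TM). Training began on day 7 with sessions of 20 min, and the rats of SCI8d + TM had 3 sessions over 2 days and those of SCI14d + TM had 10 sessions over 5 days. Muscles were taken 8 h after the last session. The authors' values are intensities on a linear scale from Microarray Suite 5.0, scaled so that the trimmed mean of each array is between 800.27 and 800.37. The median signal of an array was between 190.1 and 198.3 in CTR, 166.4 and 187.4 in SCI3d, 189.7 and 212.2 in SCI8d, 202.9 and 234.3 in SCI8d + TM, 200.6 and 220.5 in SCI14d, and 191.6 and 214.5 in SCI14d + TM. Signals under 1 were set to 1, which applied to 0.102% of the values, and log2 was taken. Each comparison was tested with limma over 31042 probe sets, with a fit to all 36 arrays and Benjamini-Hochberg adjustment at 0.05. A gene is reported at 1 probe set, either the one in the paper's supplementary tables or the brightest. A single gene's exact p comes from a two-sided permutation test of 6 rats against 6, which cannot go below 0.00216. Genes that the study reports as changed, or that are named here for their changes, were chosen on these same arrays. Their exact p and their counts of rats are therefore not independent evidence. Where rats above or below a group's mean are counted, the mean is that of the log2 signals. The 45 gene lists, the model and the rule for the genes named were fixed before the data were examined, except that the paper's own gene values had been seen. List tests used limma's camera with a preset correlation of 0.01 between genes. With a correlation estimated from the arrays, 4 of 18 list calls on day 3, 1 of 26 on day 8 and 1 of 21 on day 14 held. When the arrays were scaled to Gapdh instead, the median log2 fold change of all probe sets moved to 0.318 in SCI14d, 0.122 in SCI8d + TM against SCI8d, 0.142 in SCI8d + TM against CTR, 0.221 in SCI14d + TM against CTR and -0.208 for the difference in training effect between days. Under the authors' scaling these medians were 0.082, 0.029, 0.078, 0.041 and -0.06. The mean Gapdh signal was 52250 ± 6280 in CTR, 44550 ± 6730 in SCI14d and 45980 ± 3970 in SCI14d + TM (SD, n = 6 each). Scaling to it therefore raises the values of both day 14 groups against CTR. The number of arrays limits the precision.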

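Among the largest changes in the soleus on day 3 were rises of Fosl1, Ankrd1, Tubb6 and Neurl3 and falls of G0s2, Scd, Comp and Chad. Fosl1, a subunit of the AP-1 transcription factor, rose with a log2 fold change of 3.92 (standard error 0.62, adjusted p = 2.4e-05). Ankrd1, a titin-associated protein that responds to stretch, rose by 3.81 (adjusted p = 0.00056), Tubb6, a tubulin, by 3.01 (adjusted p = 0.000906), and Neurl3, a ubiquitin ligase, by 4.14 (adjusted p = 9.45e-06). G0s2, an inhibitor of fat breakdown, had a log2 fold change of -4.56 (standard error 0.65, adjusted p = 6.21e-06). Scd, which desaturates fatty acids, had -3.17 (adjusted p = 0.00659), and the cartilage and tendon matrix genes Comp and Chad had -3.53 (adjusted p = 8e-05) and -3.49 (adjusted p = 0.00835). Each of these genes was beyond the control mean in 6 of 6 rats of SCI3d. Adipocyte markers were lower as well, so a smaller amount of fat tissue in the samples is not separated from the changes of G0s2 and Scd. Of 9 such markers 6 fell and 1 rose, and 7 fell and 1 rose when adjusted over the list alone (median -1.63, camera adjusted p = 0.0109, adjusted p = 0.477 with an estimated correlation). On day 8, 1 of the 9 fell, and 5 when adjusted over the list alone (median -1.07, camera adjusted p = 0.00419, adjusted p = 0.297 with an estimated correlation). On day 8 the fast fibre actinin Actn3 rose by 3.86 (adjusted p = 0.00723) and Prc1, needed for cell division, by 3.36 (adjusted p = 0.000315). The glycerol channel Aqp7 had -3.64 (adjusted p = 0.000215) and Acss1, which activates acetate in mitochondria, -2.65 (adjusted p = 0.000215). On day 14 Actn3 stood at 4.18 (adjusted p = 0.00791) and Myh8, the perinatal myosin heavy chain, at 3.50 (adjusted p = 0.00601), and Perm1, a regulator of mitochondrial genes, at -2.20 (adjusted p = 0.00254). The day 8 and day 14 changes of these genes were also seen in 6 of 6 rats. By limma, 5109 of 31042 probe sets differed from CTR on day 3, 2241 higher and 2868 lower, 1945 on day 8, 930 higher and 1015 lower, and 989 on day 14, 472 higher and 517 lower. Of these, 1844, 773 and 414 changed by more than 2-fold. The methods' unadjusted test gave 7942, 6272 and 5239 probe sets, and 3772, 882 and 335 after Benjamini-Hochberg adjustment. The counts of the 3 days were not tested against each other. The day 8 count was 1093 with scaling to Gapdh, 3398 without SCI8d replicate 1, 1110 without replicate 2, 1180 without replicate 5 and 1142 without replicate 6. The day 14 count was 1734 without SCI14d replicate 2, 537 without replicate 3, 508 without replicate 4 and 410 without replicate 6, and 403, 527 and 538 without CTR replicates 1, 2 and 6.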

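After 10 training sessions the 3 genes of ketone body use stood above their level in untrained rats. Bdh1, the mitochondrial hydroxybutyrate dehydrogenase, was 655 ± 364 (SD, n = 6) in SCI14d + TM and 241 ± 191 (SD, n = 6) in SCI14d, a log2 difference of 1.59 (standard error 0.42, adjusted p = 0.332), above the mean of SCI14d in 6 of 6 rats. Oxct1, which activates ketone bodies, differed by 0.82 (adjusted p = 0.692) and Acat1, a thiolase of the same route, by 0.32 (adjusted p = 0.878). The 3 genes of ketone body use had a median of 0.82 (camera adjusted p = 0.000206), and adjusted p = 0.0301 with an estimated correlation. A permutation test on the list mean per rat gave an exact p of 0.00649, adjusted over 45 lists to 0.292. None of the 3 genes passed over all probe sets, and 2 passed when adjusted over the list alone. The 22 immediate early genes, which respond within minutes to a stimulus, had a median of -0.98 (camera adjusted p = 1.18e-06, adjusted p = 0.535 with an estimated correlation). By limma 0 of the 22 passed, over all probe sets or adjusted over the list alone, and the exact permutation p of their mean was 0.223. Myc differed by -1.33 (adjusted p = 0.688) and Junb by -1.43 (adjusted p = 0.831). Of the mitochondrial biogenesis regulators, 0 of 13 passed over all probe sets and 5 were higher when adjusted over the list alone, among them Esrra, at 0.59 (adjusted p = 0.57). That list had a median of 0.17 (camera adjusted p = 0.00967, adjusted p = 0.345 with an estimated correlation). By limma, 1 probe set passed between SCI14d + TM and SCI14d, one that is assigned to no gene, at -2.85 (adjusted p = 0.00225). None passed between SCI8d + TM and SCI8d, where the smallest adjusted p was 0.695. At an unadjusted p under 0.05 there were 1846 probe sets on day 14 and 1342 on day 8, where 5% of all tested is 1552. The methods' test gave 1785 and 1253, and 0 and 0 after Benjamini-Hochberg adjustment. For the difference in training effect between the days, 0 probe sets passed in limma, 1659 at an unadjusted p under 0.05. The day 14 count was 13 without SCI14d replicate 1, and 0 with 32 added to the signal, with bright probe sets only or with a fit to the pair of groups alone. In simulated data for each day, 67 of 31042 probe sets were changed by 1.5-fold, 67 by 2-fold and 66 by 4-fold. Changes of 4-fold were recovered for 49 of 66 (74.2%) on day 8 and 47 of 66 (71.2%) on day 14. Changes of 1.5-fold were recovered for 7 of 67 (10.4%) and 14 of 67 (20.9%). Of the probe sets without a simulated change, 0 were called on day 8 and 12 on day 14. The days were not tested against each other, so these values do not show that recovery or false calls differ between them.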

In the treadmill trained groups, the largest changes were found on day 14, compared to untrained animals (Figure 2). 

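Genes that fell early and stayed low included Mettl21c, a muscle methyltransferase, and genes that stayed high included Mybph, a myosin-binding protein. Mettl21c had a log2 fold change of -3.33 (adjusted p = 1.36e-06) on day 3, -2.86 (adjusted p = 0.000215) on day 8 and -2.94 (adjusted p = 0.000241) on day 14, below the control mean in 6 of 6 rats each time. Asb18, a muscle subunit of ubiquitin ligases, had -3.58 (adjusted p = 2.77e-05) on day 3 and -3.16 (adjusted p = 0.000975) on day 8, and Lgi1, a secreted neuronal protein, had -3.34 (adjusted p = 3.1e-05) and -3.31 (adjusted p = 0.000315). Both were below the control mean in 6 of 6 rats. Of the probe sets that passed limma's test against CTR, 56.1% were lower on day 3, 52.2% on day 8 and 52.3% on day 14. With scaling to Gapdh these shares were 50.9%, 59.7% and 11.9%, and the day 14 share was 62.4% after quantile normalization. The mean Gapdh signal was itself lower in SCI14d than in CTR, as given above, which lowers the day 14 share under that scaling. The methods' test after Benjamini-Hochberg adjustment put 57.2%, 61.7% and 61.5% lower. At an unadjusted p under 0.05 the shares that were lower were 55.8%, 47.6% and 40.3%. Between SCI8d + TM and SCI8d no probe set passed, and at an unadjusted p under 0.05 there were 830 higher and 512 lower, so that 61.8% were higher. The methods' test put 61.9% higher. For SCI14d + TM against SCI14d, 888 were higher and 958 lower at the unadjusted p, so that 48.1% were higher.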

In the untrained group, about 60% of the genes were downregulated at each time point, which was reversed in the treadmill training group on day 8 with 63% of the genes upregulated. To identify the major molecular pathways affected in each condition, Ingenuity Pathway Analysis (IPA) was performed.  

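Many enzymes that burn fatty acids and branched-chain amino acids in mitochondria fell on day 8. Of 30 genes of fatty acid uptake and oxidation, 26 fell and none rose over all probe sets, and 27 fell when adjusted over the list alone. Their median log2 fold change was -1.11 (camera adjusted p = 1.54e-22, adjusted p = 0.187 with an estimated correlation). Eci1, which prepares unsaturated fats for oxidation, had -1.73 (standard error 0.32, adjusted p = 0.0013), Mlycd, which clears malonyl-CoA, -2.12 (adjusted p = 0.00184), and the carnitine carrier Slc25a20 -1.10 (adjusted p = 0.00211), each below the control mean in 6 of 6 rats. Of 18 genes of branched-chain amino acid degradation, 10 fell and none rose, and 15 fell when adjusted over the list alone, with a median of -0.76 (camera adjusted p = 1.77e-10, adjusted p = 0.187 with an estimated correlation). The dehydrogenase Hsd17b10 had -0.78 (adjusted p = 0.00553) and Mccc1, a carboxylase of leucine breakdown, -0.79 (adjusted p = 0.0138), both in 6 of 6 rats. Of 16 genes of the citrate cycle, 8 fell on day 3, 11 on day 8 and 4 on day 14, and 12, 14 and 13 fell when adjusted over the list alone. Their medians were -0.43, -0.55 and -0.44 (camera adjusted p = 1.98e-05, 1.19e-09 and 1.53e-09), and adjusted p = 0.477, 0.187 and 0.216 with an estimated correlation. The 3 genes of ketone body use fell on all 3 days, with medians of -2.23, -1.36 and -1.35 and adjusted p = 0.0312, 0.00834 and 0.00204 with an estimated correlation. Bdh1 among them had -3.06 (adjusted p = 0.000215) on day 8 and -3.10 (adjusted p = 0.000251) on day 14, below the control mean in 6 of 6 rats at both times. In the paper's own pathway lists, 28 of 28 probe sets of mitochondrial dysfunction were lower on day 8 and 25 passed limma's test, as did 17 of 17 of valine, leucine and isoleucine degradation and 14 of 15 of butanoate metabolism. On day 14, 14 of 15 probe sets of mitochondrial dysfunction were lower and 12 of these passed, and in ephrin receptor signaling 5 were higher and 6 lower. For the trained groups, 0 of the probe sets in the 10 lists passed limma's test, and every one of them passed the methods' unadjusted test. The study chose these lists on the same arrays, so their counts are not independent evidence.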

Table 2 shows the top 5 canonical pathways for each comparison.

### 3.3. Protein Ubiquitination and ATP Production Related Genes Were Altered following SCI

At the early time point (day 3), we found that the protein ubiquitination pathway was largely activated. Indeed, 90% of the genes identified by IPA showed increase in gene expression. In particular, the expression of many proteasome subunits (PSMs) and ubiquitin specific peptidases and enzymes was increased (Suppl. Table  2 in Supplementary Material available online at http://dx.doi.org/10.1155/2015/387090). However, changes in this pathway were no longer significant on days 8 and 14 as compared to control levels. On the other hand, the mitochondrial dysfunction and oxidative phosphorylation pathways were consistently ranked among the top 5 most significant pathways at all time points of the study (days 3, 8, and 14) (Table 2). 

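In the paper's ubiquitination list for day 3, nearly every gene of the route that marks and degrades proteins was higher than in CTR. Usp5, which takes apart free ubiquitin chains, had a log2 fold change of 1.62 (standard error 0.20, adjusted p = 8.96e-07), above the control mean in 6 of 6 rats. Of the 62 probe sets in that list, 56 were higher and 6 lower, with a median log2 fold change of 0.72 and a range from -0.91 to 1.75. By limma over all probe sets, 56 of the higher and 5 of the lower passed. The study chose these probe sets on the same arrays, so the tally is not independent evidence.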

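The proteasome, which degrades proteins tagged with ubiquitin, rose as a whole 3 days after SCI. Psmc4, an ATPase of its cap, was 15650 ± 1350 (SD, n = 6) in SCI3d and 5743 ± 472 (SD, n = 6) in CTR, a log2 fold change of 1.45 (standard error 0.12, adjusted p = 2.5e-09). Psmd3, another cap subunit, rose by 1.43 (adjusted p = 8.35e-09), Psmb3 of the core by 1.37 (adjusted p = 4.45e-09) and Psma2 of the core by 1.05 (adjusted p = 1.56e-08), each above the control mean in 6 of 6 rats. Of 33 proteasome subunits, 32 rose and 1 fell, and the numbers were the same when adjusted over the list alone. The median was 0.92 (camera adjusted p = 1.37e-40), and adjusted p = 0.03 with an estimated correlation. Of 60 ubiquitin peptidases and conjugating enzymes, 15 rose and 5 fell, with a median of 0.18 (camera adjusted p = 0.00158, adjusted p = 0.0413 with an estimated correlation). Adjusted over the list alone, 22 rose and 6 fell. The conjugating enzymes Ube2j1 and Ube2l3 rose by 1.07 (adjusted p = 5.87e-06) and 0.80 (adjusted p = 2.77e-05), whereas Ube2a had -0.91 (adjusted p = 2.84e-06), each in 6 of 6 rats. Of 13 ubiquitin ligases linked to muscle atrophy, 3 rose and 3 fell, and 3 rose and 5 fell when adjusted over the list alone. Trim63, which tags myosin, rose by 0.95 (adjusted p = 0.000269), above the control mean in 6 of 6 rats. Asb2, a ligase subunit that limits muscle mass, had -1.20 (adjusted p = 0.000704), below the control mean in 6 of 6 rats. The ligase list had a median of -0.10 (camera adjusted p = 0.855).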

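On day 8 part of the proteasome was still raised, and on day 14 its subunits were near the control level. Psmd11, a scaffold subunit of the cap, rose by a log2 fold change of 0.66 (standard error 0.16, adjusted p = 0.0119) on day 8, and Psmd5, an assembly factor, by 0.78 (adjusted p = 0.0227). The core subunit Psma5 rose by 0.44 (adjusted p = 0.0282) and Psmc4 by 0.46 (adjusted p = 0.0202). Psmd11 and Psmc4 were above the control mean in 6 of 6 rats of SCI8d, and Psmd5 and Psma5 in 5 of 6. Of 33 proteasome subunits, 6 rose and none fell, 9 rose when adjusted over the list alone, and 27 did not pass. The median was 0.21 (camera adjusted p = 2.77e-07, adjusted p = 0.297 with an estimated correlation). On day 14, 0 subunits passed in limma, and 0 when adjusted over the list alone, with a median of 0.05 (camera adjusted p = 0.826). Of the ubiquitin peptidases and conjugating enzymes, 5 rose and 3 fell on day 8, and 2 rose and 1 fell on day 14, and 7 and 3 rose and 3 and 3 fell when adjusted over the list alone. The camera adjusted p of that list was 0.267 on day 8 and 0.695 on day 14.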

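Subunits of complex I of the respiratory chain stayed low through day 14. Ndufs1, the largest of its iron-sulfur subunits, had a log2 fold change of -0.96 (standard error 0.18, adjusted p = 0.00184) on day 8. Ndufa11, which holds its membrane arm together, had -0.77 (adjusted p = 0.000335) on day 8 and -0.76 (adjusted p = 0.000791) on day 14. Ndufb7 and Ndufa13 had -0.66 (adjusted p = 0.0093) and -0.55 (adjusted p = 0.00896) on day 14, and all of these were below the control mean in 6 of 6 rats. Of 35 NADH dehydrogenase subunits, 17 fell on day 8 and 15 on day 14, none rose, and 26 and 32 fell when adjusted over the list alone. Their medians were -0.49 and -0.46 (camera adjusted p = 2.14e-16 and 4.88e-22), and adjusted p = 0.187 and 0.216 with an estimated correlation. Of 8 complex III subunits, 4 fell on day 8 and 4 on day 14, and 8 fell each time when adjusted over the list alone (camera adjusted p = 1.18e-05 and 6.36e-08, adjusted p = 0.232 and 0.216 with an estimated correlation). Of 15 cytochrome c oxidase subunits, 2 fell on day 8 and 4 on day 14, and 4 and 9 fell when adjusted over the list alone, with camera adjusted p = 0.00429 and 1.21e-05 and adjusted p = 0.313 and 0.216 with an estimated correlation. Of 13 ATP synthase subunits, 3 fell on day 8 and 4 on day 14, and 5 and 12 fell when adjusted over the list alone. That list had camera adjusted p = 5.95e-05 and 5.4e-09, and adjusted p = 0.313 and 0.216 with an estimated correlation.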

More than 95% of the genes identified in these two pathways were downregulated 3 days after SCI (Suppl. Tables  2, 3, and 4). In particular, the expression of the NADH dehydrogenase subunits (NDUF) genes, the succinate dehydrogenase complex subunits (SDH) genes, and the ATP synthase genes showed a decrease in gene expression.

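The paper's oxidative phosphorylation and mitochondrial dysfunction lists for day 3 share most of their respiratory chain genes. Together they hold 61 probe sets, of which 7 were higher and 54 lower than in CTR. Of the 50 probe sets in the oxidative phosphorylation list, 48 were lower, with a median log2 fold change of -0.58, and 38 of these passed limma's test. In the mitochondrial dysfunction list 42 of 47 were lower, with a median of -0.53, and 33 passed. In the ubiquinone list 37 of 38 were lower, with a median of -0.67. The lists were chosen by the study on these arrays and are not independent evidence.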

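On day 3 after SCI the decrease reached complexes I, II and V of the respiratory chain. Ndufc2, a membrane subunit of complex I, was 7512 ± 1270 (SD, n = 6) in SCI3d and 16460 ± 1400 (SD, n = 6) in CTR, a log2 fold change of -1.15 (standard error 0.13, adjusted p = 2.63e-07). Ndufs1 had -1.35 (adjusted p = 2.87e-06) and Ndufa8 -0.998 (adjusted p = 9.75e-06). Sdhd and Sdhc, which anchor succinate dehydrogenase in the membrane, had -0.94 (adjusted p = 4.69e-06) and -0.63 (adjusted p = 0.00553), and Sdhb, its iron-sulfur subunit, had -0.35 (adjusted p = 0.0909). The ATP synthase subunits Atp5pf and Atp5f1c had -0.61 (adjusted p = 0.00124) and -0.59 (adjusted p = 0.00138). Each gene named here was below the control mean in 6 of 6 rats. Of 35 NADH dehydrogenase subunits, 22 fell and none rose, and 27 fell when adjusted over the list alone (median -0.51, camera adjusted p = 5.16e-11, adjusted p = 0.458 with an estimated correlation). Of 4 succinate dehydrogenase subunits, 3 fell, and 4 fell when adjusted over the list alone (median -0.57, camera adjusted p = 0.00561, adjusted p = 0.443 with an estimated correlation). Of 13 ATP synthase subunits, 4 fell, and 6 fell when adjusted over the list alone (median -0.25, camera adjusted p = 0.00596, adjusted p = 0.668 with an estimated correlation). On the mean per rat, an exact permutation test gave adjusted p = 0.00885 for the first and second of these lists and 0.0205 for the ATP synthase list. The day 3 lists of complexes III and IV are not given here, so nothing is said about whether they were spared. In the cytochrome c oxidase list, Cox7a2l had -0.47 (adjusted p = 0.00196, and 0.0502 with scaling to Gapdh) and Cox8a -0.16 (adjusted p = 0.295).

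**Figure D1:**
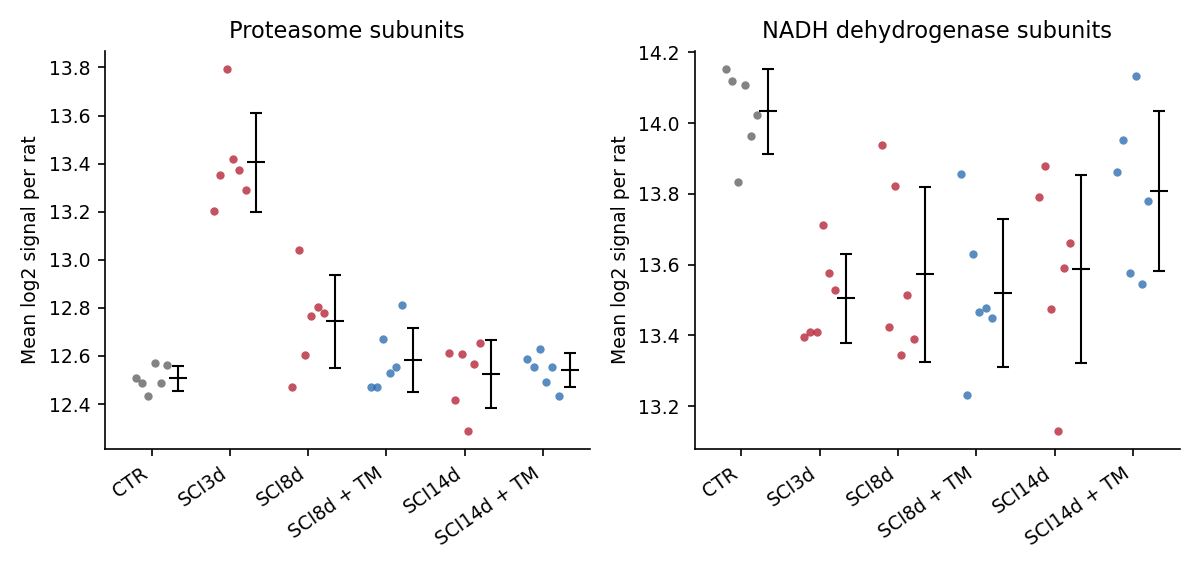
Mean log2 signal of the proteasome subunits and of the NADH dehydrogenase subunits in each rat, by group, with the mean and SD of 6 rats. The proteasome mean is highest in SCI3d, and the NADH dehydrogenase mean of the untrained injured groups lies below that of CTR.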

### 3.4. Treadmill Training Rapidly Reversed the Changes in Protein Ubiquitination, Translation Factors, and Mitochondrial Function Pathway

The protein ubiquitination pathway was rapidly affected by treadmill training. 

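After 3 training sessions the proteasome genes that the study listed stood slightly below their level in untrained rats. Of the 14 probe sets in the paper's ubiquitination list for SCI8d + TM against SCI8d, 13 were lower and 1 higher, with a median log2 difference of -0.26. By limma over all probe sets 0 of the 14 passed, 14 passed the methods' unadjusted test, and 6 were lower when adjusted over the list alone, which is not independent evidence because the study chose them on these arrays. Psmc5, an ATPase of the proteasome cap, differed by -0.28 (standard error 0.11, adjusted p = 1), below the mean of SCI8d in 6 of 6 rats. Of all 33 proteasome subunits, 0 passed in limma and 0 when adjusted over the list alone, and the median was -0.16 (camera adjusted p = 2.88e-13, adjusted p = 0.784 with an estimated correlation). On the list mean per rat a permutation test gave an exact p of 0.121. The atrophy ligases Trim63 and Fbxo32, which tag contractile proteins and regulators of protein synthesis, differed by -0.57 (adjusted p = 1) and -0.92 (adjusted p = 1).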

While the majority of the PSMs were upregulated on day 3, an overall significant decrease was observed after 3 sessions of treadmill training. In the Eif2 and the eif4/p70sk6 pathways, the expression of the eukaryotic translation initiation factors (EIFs) subunits and kinases underwent overall negative fold changes on day 3 (Suppl. Table  2), which was corrected with training (Suppl. Table  4). In addition, the expression of NDUFs ATP synthases,* Cox8A* and* Cox7A2L*, was upregulated in trained animals on day 14, also showing a corrective effect of TM on muscle oxidative metabolism.

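Many translation initiation factors, which load ribosomes onto mRNA, rose on day 3. Eif3b, a scaffold of the initiation complex, was 5472 ± 556 (SD, n = 6) in SCI3d and 2835 ± 203 (SD, n = 6) in CTR, a log2 fold change of 0.95 (standard error 0.14, adjusted p = 1.04e-05). Eif2b3, which recharges the factor Eif2, rose by 0.86 (adjusted p = 2e-05), Eif4h, which helps to unwind mRNA, by 0.84 (adjusted p = 1.7e-05) and Eif3d by 0.73 (adjusted p = 2.45e-05), each above the control mean in 6 of 6 rats. Of 41 initiation factors, 20 rose and none fell, and 21 rose when adjusted over the list alone, with a median of 0.31 (camera adjusted p = 3.98e-09, adjusted p = 0.0312 with an estimated correlation). Of 19 aminoacyl-tRNA synthetases, which charge tRNAs, 13 rose and 1 fell, and 14 rose and 1 fell when adjusted over the list alone (camera adjusted p = 2.41e-07, adjusted p = 0.156 with an estimated correlation). Of 41 cytosolic ribosomal proteins, 4 rose, and 2 rose when adjusted over the list alone (camera adjusted p = 7.52e-05, adjusted p = 0.668 with an estimated correlation). In the paper's eIF4 and p70S6K list for day 3, which the study chose on these arrays, 29 of 40 probe sets were higher and 11 lower, and 26 and 10 of these passed. After training until day 14, Eif3f, another subunit of the same complex, differed from SCI14d by 0.29 (adjusted p = 0.522), above the mean of SCI14d in 6 of 6 rats. Of the 41 initiation factors, 0 passed in limma, and 0 when adjusted over the list alone, with a median of -0.02 (camera adjusted p = 0.89). In the paper's lists for the trained rats on day 14, 4 of 9 eIF4 probe sets and 3 of 8 Eif2 probe sets were higher, and 0 passed in limma while all passed the methods' unadjusted test.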

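On day 14 no respiratory chain gene passed limma's test between trained and untrained rats. Cox8a, a subunit of cytochrome c oxidase, was 12580 ± 968 (SD, n = 6) in SCI14d + TM and 10980 ± 864 (SD, n = 6) in SCI14d, a log2 difference of 0.20 (standard error 0.10, adjusted p = 0.847), above the mean of SCI14d in 6 of 6 rats (exact permutation p = 0.0152). Cox7a2l, which joins complexes III and IV, was 8199 ± 526 and 6986 ± 1020 (SD, n = 6 each), a difference of 0.24 (standard error 0.11, adjusted p = 0.802), also in 6 of 6 rats (exact permutation p = 0.0281). The complex I subunits Ndufa8 and Ndufa11 differed by 0.41 (adjusted p = 0.708) and 0.37 (adjusted p = 0.688), and the ATP synthase subunits Atp5mg and Atp5f1d by 0.31 (adjusted p = 0.781) and 0.32 (adjusted p = 0.884). In limma 0 of 35 NADH dehydrogenase and 0 of 13 ATP synthase subunits passed, over all probe sets or adjusted over the list alone. The medians were 0.24 (camera adjusted p = 2.05e-11) and 0.21 (camera adjusted p = 3.17e-05), and adjusted p = 0.535 with an estimated correlation for both. A permutation test on the list mean per rat gave exact p = 0.16 and 0.162. The fatty acid list had a median of 0.37 (camera adjusted p = 1.95e-09, adjusted p = 0.535 with an estimated correlation), and 2 of its 30 genes were higher when adjusted over the list alone.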

### 3.5. TGF-*β*/Smad and BMP Signaling Pathways Are Involved in the Muscle Remodeling Process during the Course of SCI and Early Treadmill Training

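Bone morphogenetic proteins and the related TGF-beta and activin ligands signal through receptors that phosphorylate Smad proteins. Of 23 genes of BMP signaling, 0 passed limma's test between SCI8d + TM and SCI8d, and 0 when adjusted over the list alone, with a median log2 difference of 0.06 (camera adjusted p = 0.629). The 9 BMP target genes had a median of 0.18 (camera adjusted p = 0.293). Of 24 genes of TGF-beta and activin signaling, 0 passed over all probe sets and 1 was lower when adjusted over the list alone, with a median of 0.10 (camera adjusted p = 0.966). The paper's BMP list for this comparison holds 7 probe sets, 4 higher and 3 lower in SCI8d + TM. By limma 0 of these passed over all probe sets, 7 passed the methods' unadjusted test and 7 when adjusted over the list alone, which is not independent evidence because the study chose them on these arrays.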

Because the bone morphogenic proteins (BMPs) signaling pathway was significantly altered on day 8 in the trained group (ranked number 3, *p* < 0.005), we examined the changes in gene expression of some key players in this pathway and in the TGF*β* pathway. To explore possible downstream changes, we also looked into the gene expression of the different smads associated with these pathways (*Smad1*,* Smad3*,* Smad4*,* Smad5*,* Smad6*, and* Smad8*), in particular on day 3, and with acute training on day 8.

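Smad1, Smad5 and Smad8 carry BMP signals, Smad3 carries TGF-beta signals, Smad4 is shared, and Smad6 inhibits the BMP branch. Between SCI8d + TM and SCI8d, Smad6 was 260 ± 68.3 against 184 ± 68.5 (SD, n = 6 each), a log2 difference of 0.58 (standard error 0.48, adjusted p = 1) (exact permutation p = 0.0909). Smad8, named Smad9 in the annotation, differed by 0.41 (adjusted p = 1), Smad5 by -0.09 (adjusted p = 1), Smad4 by -0.02 (adjusted p = 1) and Smad1 by -0.001 (adjusted p = 1). None of these passed, and the Smad5 value was 0 (adjusted p = 1) without SCI8d replicate 1, a rat far from the others of its group, left out after the values were seen. On day 3 Smad8 differed from CTR by -0.18 (adjusted p = 0.823).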

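Of the Smads, those that passed the test on day 3 were the shared Smad4 and the BMP mediator Smad1. Smad4 was 3752 ± 473 (SD, n = 6) in SCI3d and 2561 ± 480 (SD, n = 6) in CTR, a log2 fold change of 0.56 (standard error 0.14, adjusted p = 0.00297), above the control mean in 6 of 6 rats. With scaling to Gapdh the change was 0.60 (adjusted p = 0.0537). Smad1 was 3451 ± 667 and 2153 ± 367, a change of 0.68 (standard error 0.15, adjusted p = 0.0015), above the control mean in 6 of 6 rats. Smad5 was 1301 ± 229 and 1438 ± 204, a difference of -0.15 (standard error 0.15, adjusted p = 0.564), below the control mean in 3 of 6 rats, and its other probe sets ranged from 0.03 to 0.41. Smad3 was 4037 ± 839 and 3019 ± 410, a difference of 0.40 (standard error 0.17, adjusted p = 0.105), above the control mean in 5 of 6 rats. Acvr2b, a receptor for activins and myostatin, was 344 ± 68.8 and 548 ± 105, a difference of -0.68 (standard error 0.31, adjusted p = 0.136), below the control mean in 6 of 6 rats. Single-gene permutation tests gave exact p = 0.00649 for Smad4, 0.00433 for Smad1, 0.305 for Smad5, 0.0325 for Smad3 and 0.00649 for Acvr2b. Of 23 BMP signaling genes 2 rose and 3 fell, the same numbers when adjusted over the list alone, with a median of -0.23 (camera adjusted p = 0.393). Bmp5 and Bmp6, ligands of this family, had -1.25 (adjusted p = 0.00415) and -1.10 (adjusted p = 0.000667), below the control mean in 6 of 6 rats and in 6 of 6 rats. Of 24 TGF-beta and activin genes 1 rose and 3 fell, also when adjusted over the list alone (median -0.26, camera adjusted p = 0.463).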

On day 3 in the BMP pathway,* Smad4* (+1.8, *p* < 0.05),* Smad1* (+1.8, *p* < 0.05), and* Smad5* (+1.3, *p* < 0.05) gene expression was upregulated.* Smad3* did not show any significant changes on day 3, while the activin receptor 2B (*Acvr2B*) was downregulated (−1.6, *p* < 0.05). 

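Smad6 blocks the receptors that activate Smad1 and Smad5. On day 3 its signal was 154 ± 86.7 (SD, n = 6) in SCI3d and 192 ± 102 (SD, n = 6) in CTR, a log2 difference of -0.36 (standard error 0.48, adjusted p = 0.696), below the control mean in 4 of 6 rats (exact permutation p = 0.481). The other probe sets of Smad6 ranged from -1.22 to -0.13, and 1 of them passed at an adjusted p of 0.0145 in limma.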

In parallel,* Smad6*, inhibitor of* Bmpr2* activation, was decreased (−2.3, *p* < 0.05).

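Smad1 carries BMP signals to the nucleus. On day 8 its signal was 2970 ± 475 (SD, n = 6) in SCI8d and 2153 ± 367 (SD, n = 6) in CTR, a log2 difference of 0.46 (standard error 0.15, adjusted p = 0.0582), above the control mean in 6 of 6 rats (exact permutation p = 0.0152). It passed limma's test with bright probe sets only (adjusted p = 0.0371), with the replicate number as a block (0.0443) and as the mean of all its probe sets (0.0152, log2 fold change 0.58).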

In SCI8d,* Smad1* gene expression was increased (+1.6 fold, *p* < 0.05). In addition, both follistatin (*Fst*) and* Smad3* expression were increased (+2.5 fold, *p* < 0.05, +2.0 fold, *p* < 0.05, resp.) as compared to controls (Figure 3).

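Follistatin binds activins and myostatin and keeps them from their receptors. In SCI8d, Fst was 619 ± 134 (SD, n = 6) against 468 ± 139 (SD, n = 6) in CTR, a log2 difference of 0.43 (standard error 0.22, adjusted p = 0.256), above the control mean in 6 of 6 rats (exact permutation p = 0.0758). Smad3 was 4000 ± 788 against 3019 ± 410 (SD, n = 6 each), a difference of 0.39 (standard error 0.17, adjusted p = 0.167), above the control mean in 6 of 6 rats (exact permutation p = 0.0152). Neither gene passed limma's test. On day 14 Fst was 755 ± 146 (SD, n = 6), a difference of 0.72 (standard error 0.22, adjusted p = 0.0566), and it passed with scaling to Gapdh (adjusted p = 0.0246), with bright probe sets only (0.0346) and as the mean of its probe sets (0.0439). The mean Gapdh signal was itself lower in SCI14d than in CTR, which raises Fst under that scaling.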

In SCI + TM on day 8,* Fst* was significantly decreased (−1.5 fold, *p* < 0.05).* Smad3* was also found to be significantly downregulated (−1.3 fold, *p* < 0.05). 

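In SCI8d + TM, Fst was 338 ± 120 (SD, n = 6), a log2 difference from SCI8d of -0.92 (standard error 0.22, adjusted p = 0.695), below the mean of SCI8d in 6 of 6 rats (exact permutation p = 0.00866). Smad3 was 3024 ± 385 (SD, n = 6), a difference of -0.39 (standard error 0.17, adjusted p = 1), below the mean of SCI8d in 6 of 6 rats (exact permutation p = 0.013). On day 14 the differences between SCI14d + TM and SCI14d were -0.87 (standard error 0.22, adjusted p = 0.245) for Fst and -0.53 (standard error 0.17, adjusted p = 0.57) for Smad3, both below the mean of SCI14d in 6 of 6 rats. None of these passed limma's test over all probe sets.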

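Bmp3 is a BMP ligand that counteracts other BMPs. Its signal was 38.7 ± 23.6 (SD, n = 6) in SCI8d + TM and 78.6 ± 16.7 (SD, n = 6) in SCI8d, a log2 difference of -1.23 (standard error 0.42, adjusted p = 1), below the mean of SCI8d in 5 of 6 rats (exact permutation p = 0.0108).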

The expression of the BMP complex 3 (*Bmp3*) was decreased (−2.35, *p* < 0.05). 

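Bmpr2 is the type II receptor that starts BMP signaling. Its signal was 961 ± 321 (SD, n = 6) in SCI8d + TM and 608 ± 215 (SD, n = 6) in SCI8d, a log2 difference of 0.68 (standard error 0.25, adjusted p = 1), above the mean of SCI8d in 6 of 6 rats (exact permutation p = 0.0368). Its other probe set was dim, with a mean log2 signal of 4.32 over all arrays against 9.39 for the one used. The median of all probe sets was 7.606. The dim probe set differed by -1.13 (standard error 0.711), in the opposite direction, and the mean of both by -0.23 (adjusted p = 0.999). That mean gives the dim probe set equal weight, so it is weak evidence against the direction given.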

Importantly,* Bmpr2* was concomitantly overexpressed with treadmill training as compared to SCI only (+1.6 fold, *p* < 0.05). As part of the genes reported in the BMP pathway activated with training on day 8,* Jun* followed the same large and transient increase (+1.5, *p* < 0.05) as seen in* Bmpr2* (Figure 3).

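Jun is a subunit of the AP-1 transcription factor that responds quickly to activity and stress. Its signal was 8636 ± 2670 (SD, n = 6) in SCI8d + TM and 5659 ± 1760 (SD, n = 6) in SCI8d, a log2 difference of 0.61 (standard error 0.30, adjusted p = 1), above the mean of SCI8d in 6 of 6 rats (exact permutation p = 0.026). Its other probe sets differed by 0.37 and 0.55. The study reports Fst, Smad3, Bmp3, Bmpr2 and Jun from tests on these same arrays, so their exact p here are not independent evidence. On day 14 the differences between trained and untrained rats were -0.02 (adjusted p = 0.999) for Bmpr2 and -0.07 (adjusted p = 0.994) for Jun. Without SCI14d + TM replicate 1, a rat far from the others of its group and left out after the values were seen, Bmpr2 had 0.14 (adjusted p = 0.97). The training effect on day 14 minus that on day 8 was -0.70 for Bmpr2 (limma adjusted p = 0.917) and -0.68 for Jun (adjusted p = 0.934). The paper proposes that more Bmpr2 could favor BMP signaling through Smad1, Smad5 and Smad8, which bind Smad4 and lead to hypertrophy, and that less Smad3 could leave more Smad4 to this branch.

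**Figure D2:**
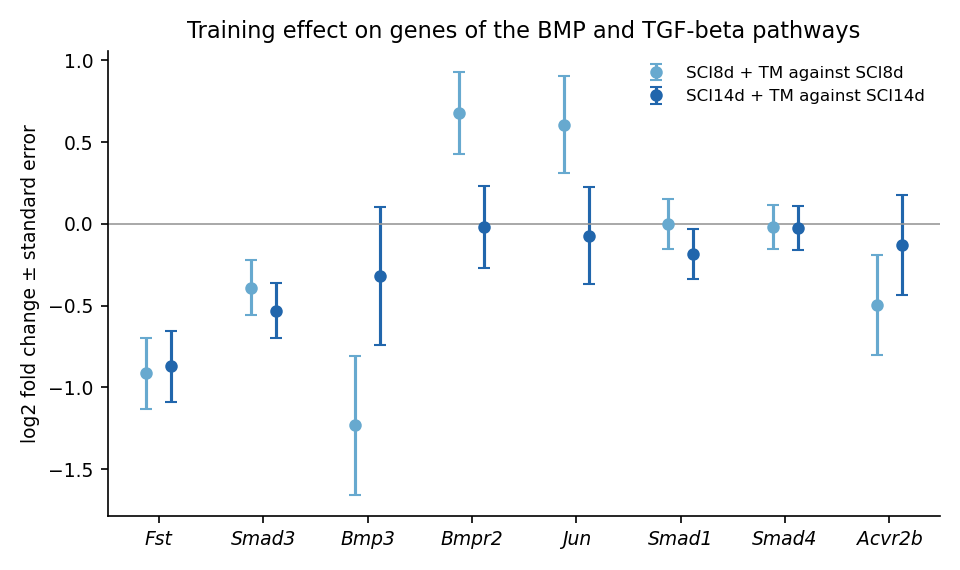
Log2 difference between trained and untrained rats on day 8 and on day 14 for 8 genes of BMP and activin signaling, with the standard error from limma. Fst and Smad3 lie below 0 on both days, and Bmpr2 and Jun lie above 0 on day 8; none of them passed the test.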

### 3.6. Genes Involved in Myogenesis and Muscle Regeneration Were Affected by Treadmill Training

In addition to genes identified by IPA, we specifically studied genes involved in myogenesis, lipid metabolism, and fiber type switches, with a particular focus on those that were affected by 5-day treadmill training.

*Igfbp5*, modulator of IGF1 function in skeletal muscle, showed a significant decrease 3 days after SCI, followed by a large increase on day 14. This upregulation was not observed in the treadmill training group.

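Igfbp5 binds insulin-like growth factors and sets how much of them reaches muscle. On day 3 its signal was 3861 ± 997 (SD, n = 6) in SCI3d and 8414 ± 2980 (SD, n = 6) in CTR, a log2 fold change of -1.08 (standard error 0.35, adjusted p = 0.028), below the control mean in 6 of 6 rats. This call was lost with scaling to Gapdh (-1.04, adjusted p = 0.0569) and in the mean of its probe sets (-0.45, adjusted p = 0.467). On day 14 the signal was 14470 ± 6110 (SD, n = 6), a difference of 0.72 (standard error 0.35, adjusted p = 0.267), above the control mean in 4 of 6 rats. At another of its probe sets the day 14 change was 1.17 (adjusted p = 0.0364).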

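In SCI14d + TM the signal of Igfbp5 was 8287 ± 3760 (SD, n = 6), a log2 difference from SCI14d of -0.80 (standard error 0.35, adjusted p = 0.799) (exact permutation p = 0.0801). Its probe set that rose on day 14 after injury differed by -1.07. Igfbp2, a related binding protein, differed by -1.31 (adjusted p = 0.547).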

Three days after injury, dramatic changes were observed in myogenic regulatory factors (MRFs), including* Myf6* and myogenin (*Myog*) (Figure 4). 

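Myogenin and Myf6 are transcription factors that switch on muscle genes, and both rose on day 3. Myog was 10610 ± 4900 (SD, n = 6) in SCI3d and 3507 ± 401 (SD, n = 6) in CTR, a log2 fold change of 1.42 (standard error 0.29, adjusted p = 0.000534), above the control mean in 5 of 6 rats. Myf6 was 16260 ± 3600 and 9572 ± 2000 (SD, n = 6 each), a change of 0.76 (standard error 0.16, adjusted p = 0.000759), above the control mean in 6 of 6 rats. Myf6 remained higher than in CTR on day 8, by 0.86 (adjusted p = 0.00142), and on day 14, by 0.60 (adjusted p = 0.0315). Myog differed by 0.76 (adjusted p = 0.108) on day 8 and 0.39 (adjusted p = 0.513) on day 14. Of 8 myogenic regulators, 2 rose on day 3, also when adjusted over the list alone, with a median of 0.47 (camera adjusted p = 0.0077, adjusted p = 0.105 with an estimated correlation).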

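Myogenin was 7258 ± 3490 (SD, n = 6) in SCI8d + TM and 6166 ± 1760 (SD, n = 6) in SCI8d, a log2 difference of 0.17 (standard error 0.29, adjusted p = 1), above the mean of SCI8d in 3 of 6 rats (exact permutation p = 0.613). It was 3869 ± 901 in SCI14d + TM and 4698 ± 1160 in SCI14d (SD, n = 6 each), a difference of -0.28 (standard error 0.29, adjusted p = 0.97), below the mean of SCI14d in 5 of 6 rats (exact permutation p = 0.21).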

The* Myog* expression pattern was not affected by treadmill training. On the other hand, treadmill training induced an additional increase (*p* < 0.05) in* Myf6* after the first 3 sessions as compared to untrained animals.

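The signal of Myf6 was 20280 ± 1150 (SD, n = 6) in SCI8d + TM and 17140 ± 2550 (SD, n = 6) in SCI8d, a log2 difference of 0.25 (standard error 0.16, adjusted p = 1), above the mean of SCI8d in 6 of 6 rats (exact permutation p = 0.0216). This did not pass limma's test over all probe sets. On day 14 Myf6 differed between SCI14d + TM and SCI14d by -0.11 (adjusted p = 0.984).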

### 3.7. Fatty Acid Metabolism and Fiber Type Switch Related Genes Showed High Sensitivity to SCI and Treadmill Training

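Lipoprotein lipase frees fatty acids from blood lipids, and Fabp3 carries them inside muscle cells. Lpl was 30400 ± 2520 (SD, n = 6) in CTR, 12710 ± 5240 in SCI3d, 14400 ± 3730 in SCI8d and 13850 ± 5180 in SCI14d (SD, n = 6 each). Its log2 fold changes were -1.34 (standard error 0.26, adjusted p = 0.000322) on day 3, -1.12 (standard error 0.26, adjusted p = 0.00812) on day 8 and -1.22 (standard error 0.26, adjusted p = 0.00798) on day 14, and each injured rat was below the control mean. Fabp3 was 45580 ± 6580 in CTR, 18160 ± 11900 in SCI3d, 12020 ± 6320 in SCI8d and 17020 ± 10200 in SCI14d (SD, n = 6 each). Its log2 fold changes were -1.57 (standard error 0.37, adjusted p = 0.00267), -2.07 (standard error 0.37, adjusted p = 0.000957) and -1.63 (standard error 0.37, adjusted p = 0.0128), below the control mean in 6, 6 and 6 of 6 rats. Fat cells also carry Lpl, so its falls are not separated from a smaller amount of fat tissue, whose markers were lower on days 3 and 8 as given above. On day 14, 1 of 9 adipocyte markers fell, and 2 when adjusted over the list alone (median -0.86, camera adjusted p = 0.000527, adjusted p = 0.216 with an estimated correlation).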

Lipoprotein lipase (*Lpl*) and* Fabp3* gene expression were dramatically decreased 3 days after SCI as compared to controls and maintained low expression levels on days 8 and 14 after SCI. 

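Between SCI8d + TM and SCI8d, Lpl differed by a log2 value of 0.01 (standard error 0.26, adjusted p = 1) (exact permutation p = 0.987). After training until day 14 it was 26590 ± 7440 (SD, n = 6), against 13850 ± 5180 (SD, n = 6) in SCI14d, a difference of 0.98 (standard error 0.26, adjusted p = 0.324), above the mean of SCI14d in 6 of 6 rats (exact permutation p = 0.0108). Fabp3 was 34060 ± 5430 (SD, n = 6) in SCI14d + TM, a difference from SCI14d of 1.21 (standard error 0.37, adjusted p = 0.542), above the mean of SCI14d in 6 of 6 rats (exact permutation p = 0.0108). Neither gene passed limma's test over all probe sets. The training effect on day 14 minus that on day 8 was 0.97 for Lpl (adjusted p = 0.917) and 1.32 for Fabp3 (adjusted p = 0.917). Adipocyte markers were also higher with training on day 14, by a median of 0.51 (0 of 9 passed in limma, camera adjusted p = 0.0289, adjusted p = 0.535 with an estimated correlation). Their training effect on day 14 minus that on day 8 was a mean of 0.83 (camera adjusted p = 0.00265, adjusted p = 0.459 with an estimated correlation, permutation p = 0.133).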

While the first sessions of locomotor training did not significantly affect* Lpl* expression, it was completely restored on day 14 (+2.32 fold, *p* < 0.005) as shown in Figure 5.

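The soleus is made mostly of slow fibres, and Mybph, which the paper takes as a fast fibre marker, rose at each time after SCI. This myosin-binding protein was 34220 ± 13300 (SD, n = 6) in SCI3d and 2613 ± 1660 (SD, n = 6) in CTR. It rose by a log2 fold change of 3.74 (standard error 0.57, adjusted p = 1.4e-05) on day 3, 3.73 (standard error 0.57, adjusted p = 0.000215) on day 8 and 2.55 (standard error 0.57, adjusted p = 0.0106) on day 14, above the control mean in 6, 6 and 5 of 6 rats. Myh4, the myosin of the fastest fibres, differed by 1.51 (standard error 1.12, adjusted p = 0.419), 2.20 (standard error 1.12, adjusted p = 0.26) and 3.35 (standard error 1.12, adjusted p = 0.0883), which did not pass, and the signal of 1 control rat, CTR replicate 2, was 7920 against at most 189 in the others. In fits chosen after the values were seen, Myh4 had 2.57 (adjusted p = 0.091) on day 3 and 4.41 (adjusted p = 0.0206) on day 14 without that rat, and 4.32 (adjusted p = 0.0196) on day 14 without SCI14d replicate 1, which lay far below its group. Myh1, another fast myosin, had -1.07 (standard error 0.34, adjusted p = 0.0262) on day 3, -1.28 (standard error 0.34, adjusted p = 0.02) on day 8 and -1.01 (standard error 0.34, adjusted p = 0.0926) on day 14, below the control mean in 5, 6 and 6 of 6 rats. Another of its probe sets went the opposite way, by 0.275, 0.94 and 0.783 (adjusted p = 0.715, 0.147 and 0.286), while its remaining probe sets were lower. CTR replicate 2 also stood above the other controls over the whole fast fibre list, by a median of 1.2 on the log2 scale. That rat enters each comparison of the list with CTR, and the list was not tested without it. Of 16 fast fibre genes, 2 rose and 2 fell on day 3, 7 rose and 1 fell on day 8, and 5 rose on day 14. Adjusted over the list alone, 3, 9 and 10 rose and 2, 1 and 1 fell. The medians were 0.55, 1.18 and 1.05 (camera adjusted p = 0.0922, 5.85e-06 and 0.000178), and adjusted p = 0.187 on day 8 and 0.272 on day 14 with an estimated correlation. On day 8 Tnnt3, the fast troponin T, rose by 2.03 (adjusted p = 0.00442) and Myl11, the fast regulatory light chain, by 1.12 (adjusted p = 0.00259), both in 6 of 6 rats.

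**Figure D3:**
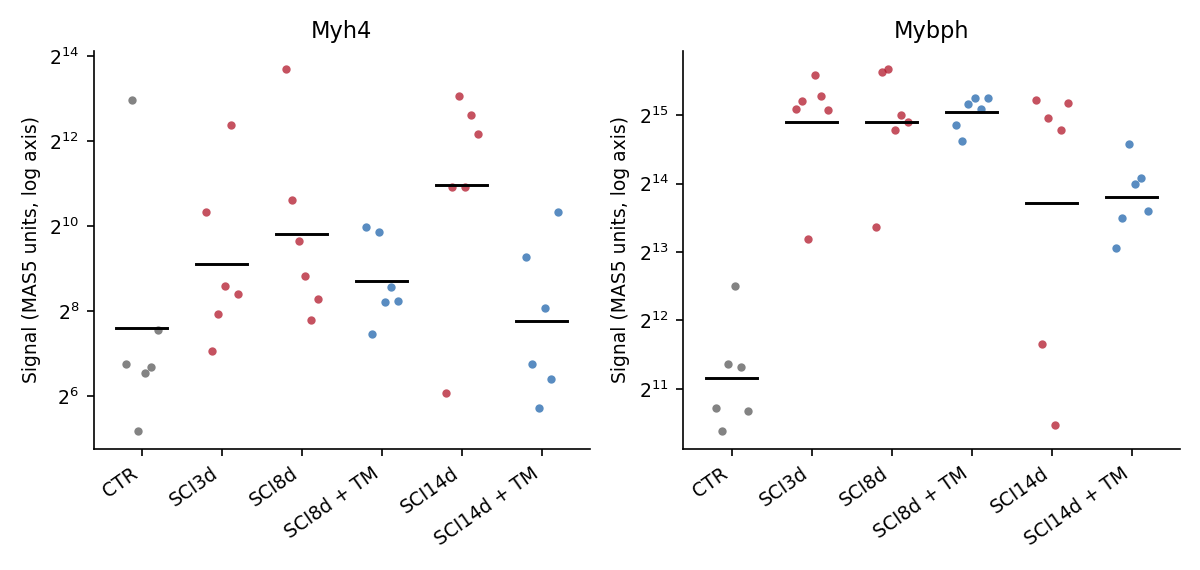
Signal of Myh4 and Mybph in each rat by group on a log axis, with a line at the geometric mean of 6 rats. Mybph is higher in the injured groups than in CTR, and Myh4 spreads widely within groups, with 1 CTR rat far above the other 5.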

As early as 3 days after SCI and throughout the experiment, several fast-twitch fiber markers genes (*Mhy1*,* Mybph*, and* Myh4*) showed large and significant changes (Figure 6). 

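Myh3 is the embryonic myosin heavy chain, and Myl2 the regulatory light chain of slow fibres. Myh3 was 5171 ± 3550 (SD, n = 6) in SCI3d and 14720 ± 3320 (SD, n = 6) in CTR, a log2 fold change of -1.71 (standard error 0.41, adjusted p = 0.00314), below the control mean in 6 of 6 rats. It differed by 0.64 (adjusted p = 0.393) on day 8 and 0.49 (adjusted p = 0.58) on day 14. Myl2 differed by -0.20 (standard error 0.22, adjusted p = 0.616) on day 3, -0.12 (standard error 0.22, adjusted p = 0.816) on day 8 and -0.64 (standard error 0.22, adjusted p = 0.102) on day 14. Some of these values lean on 1 rat: without SCI8d replicate 1 Myh3 rose by 1.14 (adjusted p = 0.024) on day 8, and without SCI14d replicate 4 Myl2 had -0.36 (adjusted p = 0.307) on day 14, in fits chosen after the values were seen. At the other probe set of Myl2 the changes were -1.83 on day 3 (adjusted p = 0.00781) and -1.94 on day 14 (adjusted p = 0.024). Of 12 slow fibre genes, 1 fell on day 3, 1 on day 8 and 2 on day 14, none rose, and 1, 1 and 7 fell when adjusted over the list alone. Pln, which restrains the calcium pump of slow fibres, had -1.40 (adjusted p = 0.000495) on day 3 and -1.30 (adjusted p = 0.00903) on day 14, below the control mean in 6 of 6 rats and in 6 of 6 rats. The list's medians were -0.18, -0.08 and -0.36 (camera adjusted p = 0.262, 0.293 and 3.39e-07), and adjusted p = 0.216 on day 14 with an estimated correlation.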

In parallel, the expression of several slow-twitch and vasculature smooth muscles markers (*Myh3* and* Myl2*) was decreased (*p* < 0.04) (Figure 6). Treadmill training had a significant reverse effect on the expression of some fiber type related genes, such as the fast-twitch markers* Myh1* and* Myh4*.

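On day 14 no fast fibre gene passed limma's test between trained and untrained rats. Myh4 was 406 ± 485 (SD, n = 6) in SCI14d + TM and 3890 ± 3160 (SD, n = 6) in SCI14d, a log2 difference of -3.19 (standard error 1.12, adjusted p = 0.693), below the mean of SCI14d in 6 of 6 rats (exact permutation p = 0.039). Myh1 differed by -0.23 (standard error 0.34, adjusted p = 0.984), below that mean in 4 of 6 rats (exact permutation p = 0.5). Actn3 differed by -1.68 (adjusted p = 0.865) and Pvalb, the calcium buffer of fast fibres, by -2.85 (adjusted p = 0.789). Of 16 fast fibre genes, 0 passed in limma, over all probe sets or adjusted over the list alone, with a median of -0.26 (camera adjusted p = 0.0282, adjusted p = 0.699 with an estimated correlation, exact permutation p = 0.0628 on the mean per rat). Of 12 slow fibre genes, 0 passed in either way, with a median of 0.18 (camera adjusted p = 0.00043, adjusted p = 0.535 with an estimated correlation). Casq2, a calcium store protein of slow fibres, differed by 0.86 (adjusted p = 0.781).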

### 3.8. RT-qPCR Validation

To validate microarray findings, we selected 3 genes (*Fst*,* Smad3*, and* Myf6)* that were found to be significantly affected by SCI and showed reversed changes after the initial treadmill training. RT-qPCR confirmed that* Fst* mRNA levels were significantly higher on day 8 after SCI compared to controls (+2.5 fold, *p* < 0.05) and decreased in the trained group compared to untrained (Figure 7).* Smad3* expression was also significantly decreased with acute treadmill training (−1.5 fold, *p* < 0.05). On the other hand, the increase in* Myf6* in SCI on day 8 was not confirmed (Figure 7(c)).

## 4. Discussion

The genetic and molecular events associated with changes in muscle mass and function after SCI and after the implementation of candidate therapeutic approaches are still not completely known. We used a well-characterized rat model of moderate SCI combined with treadmill training as a rehabilitation strategy to explore the pathways and genes involved in these conditions. The unique design of our study and the use of genome wide analysis allowed the identification of several major canonical pathways involved in protein synthesis and muscle metabolism regulation after SCI and treadmill training. In particular, the activity of the protein ubiquitination and mitochondrial function related pathways was altered with SCI and corrected with treadmill training. Of particular interest, the BMP pathway was differentially activated with early treadmill training as shown by IPA. The expression of several muscle mass regulators was modulated by treadmill training including* Fst*,* Jun*,* Bmpr2*,* Actr2b*, and* Smad3*. In addition, key players in fatty acids metabolism (*Lpl* and* Fabp3*) proved to be major sensors of SCI induced inactivity and reloading with training. The decrease in* Smad3* and* Fst* early after the initiation of treadmill training was confirmed by RT-PCR. Our data suggest that TGF-*β*/*Smad3* signaling may be mainly involved in the decrease in muscle mass observed with SCI, while the BMP pathway was activated with treadmill training. We also identified changes in fiber type markers, consistent with a switch towards type II fibers with SCI, and a reverse effect of treadmill training at the gene expression level as early as 1 day after initiation.

### 4.1. Acute Response from the Protein Ubiquitination Pathway to SCI and Training

The protein ubiquitination pathway is essential to the control of protein breakdown and turnover in the cell. It has been established that the activation of this pathway contributes largely to muscle wasting in multiple conditions [33], including denervation [34, 35], age and sarcopenia [36], and hindlimb suspension in rats [37] and in spinal cord injury in humans [21, 38]. In our model of moderate SCI, the protein ubiquitination pathway was activated as early as 3 days after injury, with the expression of 56 genes significantly upregulated. This upregulation was most likely responsible for the unbalance in protein synthesis/degradation ratio resulting in the large muscle wasting observed in the soleus on day 3. Conversely, the expression of genes in the protein ubiquitination pathway was very rapidly decreased on day 8 after only 3 sessions of treadmill training in SCI animals and the expression of several 20S proteasome subunits was significantly reduced. This was in accordance with previous observations in a hindlimb suspension rat model [39] 10 days after reloading. However, in another study in humans, Reich et al. [38] could not detect any reverse effect with 24 h of reloading after lower limb suspension. 

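The core of the proteasome, the 20S particle, holds the subunits that degrade proteins. Its subunit Psmb3 was 6301 ± 824 (SD, n = 6) in SCI8d + TM and 8363 ± 2030 (SD, n = 6) in SCI8d, a log2 difference of -0.39 (standard error 0.12, adjusted p = 1), below the mean of SCI8d in 6 of 6 rats. Psmb5, a catalytic subunit, differed by -0.26 (adjusted p = 1), below that mean in 6 of 6 rats, and Psmb1 by -0.25 (adjusted p = 1), below it in 5 of 6 rats. None of the 3 genes passed limma's test over all probe sets.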

Here, we were able to observe a significant and early response within 36 h after the first training session, with a significant decrease in the expression of the genes related to protein ubiquitination (Suppl. Table  5).

### 4.2. Normalization of Mitochondrial Function Related Pathways with Training

Genes involved in the mitochondrial dysfunction and oxidative phosphorylation related pathways were also significantly changed. Together, the large number of NUDF, SDH, and ATP synthases with changing gene expression observed in SCI demonstrates a strong metabolic activity disturbance associated with SCI that does not completely recover within 14 days after surgery. Mitochondrial dysfunction after SCI was observed* in vivo* in several studies performed in humans with SCI [40, 41]. Our own work using ^31^P magnetic resonance spectroscopy to assess mitochondrial function* in vivo* in the same rat model of moderate SCI [24] showed that ATP production by mitochondria was affected 1 week after SCI and recovered in 3 weeks without training. It should be noted that, in the present study, no acute effect of treadmill training on mitochondrial dysfunction and oxidative phosphorylation pathways related genes was detected on day 8. However, our results suggest that treadmill training and the concomitant muscle hypertrophy are accompanied by partial correction of the mitochondrial function pathway genes (NUDFs and ATP synthase) at a later time (day 14), making mitochondria a target for early therapy in moderate SCI.

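With 3 sessions of training, respiratory chain genes differed little between SCI8d + TM and SCI8d. Atp5f1b, the catalytic subunit of ATP synthase, differed by a log2 value of -0.13 (standard error 0.13, adjusted p = 1), and Atp5po, part of its stalk, by -0.15 (adjusted p = 1). The NADH dehydrogenase list had a median of -0.07 (camera adjusted p = 0.0279, adjusted p = 0.8 with an estimated correlation) and an exact permutation p of 0.693 on the mean per rat. The medians of the ATP synthase, cytochrome c oxidase and complex III lists were -0.05, -0.05 and -0.08, and their camera adjusted p were 0.152, 0.338 and 0.164. No member of these lists passed limma's test over all probe sets or adjusted over the list alone. The difference in training effect between the days had a permutation p of 0.171 for the NADH dehydrogenase list.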

### 4.3. Role of TGF-*β*/Smad and BMP Pathways in Atrophy following SCI

Follistatin (FST) is well known as an inhibitor of the myostatin signaling within the TGF*β* pathway. It has been shown that* Fst* overexpression leads to a large increase in muscle mass in different animal models [42, 43]. Our results showed a large significant increase of FST mRNA levels with SCI after 8 days. It is possible that this increase reflects a protective mechanism intended to stimulate muscle growth. However our data showed that muscle wet weight did not further decrease after the initial 28% loss on day 3. One possibility is that the increase in FST mRNA levels may not have been sufficient to produce a recovery of muscle mass. 

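Smad4, which the BMP and the activin branches share, was 2603 ± 275 (SD, n = 6) in SCI8d and 2561 ± 480 (SD, n = 6) in CTR on day 8, a log2 difference of 0.04 (standard error 0.14, adjusted p = 0.91) (exact permutation p = 0.76).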

Interestingly, we also observed a concomitant increase in* Smad3* and* Smad4* gene expression, downstream the Act2b receptor, which might be responsible for atrophy. Indeed, phosphorylated SMAD3 can mediate the activation of ubiquitin ligases that induces proteasomal degradation of contractile proteins [44]. More importantly, Winbanks et al. [45] recently showed that SMAD3 protein expression prevents skeletal muscle growth induced by follistatin and may suppress Akt/mTOR/S6K signaling. In addition,* Smad1* expression downstream the BMP pathway was increased, potentially competing with SMAD3 for the recruitment of SMAD4. If translated at the protein level, the balance between FST inhibition of the TGF*β* signaling and increased SMAD3 and SMAD1 expression may have led to a plateau in soleus muscle mass after the initial drop (Figure 8).

### 4.4. Role of TGF*β*/Smad and BMP Pathways in Hypertrophy following Treadmill Training

On the other hand, treadmill training was able to restore the initial muscle mass by day 14 after SCI. Our main associated findings were a large and rapid increase in the expression of* Bmpr2* with treadmill training 36 hours after initiation, in parallel with the significant decrease in FST and SMAD3 mRNA levels. The increased* Bmpr2* (BMPs receptor) levels could favor its activation by BMPs and the subsequent phosphorylation of Smad1, Smad5, and Smad8, which in turn bind with Smad4 leading to hypertrophy [19]. Whereas a decrease in FST expression has the ability to enable MSTN signaling and muscle growth, a parallel decrease in SMAD3 protein expression could contribute to an increase in SMAD4's availability to other binding proteins that can lead to hypertrophy, such as SMADs 1, 5, and 8. A concomitant and rapid increase in* Jun* was observed. It was shown that this transcription factor acts downstream the TGF*β* [46] and that overexpression of JUN results in dephosphorylation of SMAD3 [47]. This body of observations is suggestive of a deactivation of the TGF*β*/Smad pathway and a larger role for the BMP axis in the hypertrophy process following SCI and treadmill training.

### 4.5. Other Growth Factors (IGFs, MRFs)

The IGF1-Akt-mTOR pathway is known as a positive regulator of muscle mass [18, 48–50]. This pathway was not highly ranked by the present microarray analysis. However, the group previously demonstrated the impact of moderate SCI and treadmill training on several IGF proteins and binding proteins, but not on MYF5 in skeletal muscle [23]. 

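Insulin-like growth factors act on muscle through receptors, Irs adaptors and the kinases Akt and mTOR. Of 21 genes of IGF signaling, 2 rose and 5 fell on day 3, 2 rose and 1 fell on day 8, and 1 fell on day 14, with the same numbers when adjusted over the list alone. Irs2, an adaptor of the receptor, had a log2 fold change of -1.29 (standard error 0.27, adjusted p = 0.000821) on day 3, below the control mean in 6 of 6 rats. The kinase Akt1 had -0.55 (adjusted p = 0.00314), below the control mean in 6 of 6 rats, while Mtor and the receptor Igf1r rose by 0.48 (adjusted p = 0.00421) and 0.47 (adjusted p = 0.01), above the control mean in 6 of 6 rats and in 6 of 6 rats. The list's medians were -0.26, 0.07 and 0.15 (camera adjusted p = 0.463, 0.722 and 0.717). Between trained and untrained rats, 0 of the 21 genes passed in limma on day 8 or day 14, and 0 when adjusted over the list alone, with medians of 0.04 and 0.04 (camera adjusted p = 0.742 and 0.999).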

Consistently with these previous results, here we observed that* Igbp5* and* Myog* were overexpressed after SCI and that* Igbp5* expression levels were corrected with treadmill training. In addition, we explored the possible impact of treadmill training on MRF4/MYF6 as indicated by the microarray results and found no significant increase in mRNA levels. This discrepancy may be due to experimental variations or slight biological differences between the batches of muscle samples used for microarray and RT-qPCR validation.

### 4.6. Fatty Acid Metabolism and Fiber Type Related Genes as a Sensor of Muscle Activity in SCI and Treadmill Training

Lipoprotein lipase (LPL) is a major enzyme involved in fatty acid (FA) metabolism and transport. After transport into the cytoplasm, FA binds to the fatty acid binding protein 3 (FABP3). Both LPL and FABP3 have been shown to be highly sensitive to contractile activity in muscle [51, 52]. Here, both* Lpl* and* Fabp3* genes showed high sensitivity to SCI induced disuse and to locomotor training. The downregulation of these fatty acid transporters in SCI rats was consistent with the recent observation by Long et al. [53] in muscle biopsies obtained from human subjects with SCI. On the other hand, we measured a large positive change in* Lpl* and* Fabp3* gene expression in response to locomotor training, with expression levels nearly corrected (92% of control levels) by day 14. 

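As percent of the mean of the control rats, Lpl was 45.6% ± 17 (SD, n = 6) in SCI14d and 87.5% ± 24.5 (SD, n = 6) in SCI14d + TM. Fabp3 was 37.3% ± 22.3 in SCI14d and 74.7% ± 11.9 in SCI14d + TM (SD, n = 6 each).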

Upregulation of LPL and FABP3 has been previously demonstrated in conjunction with increased muscle activity, such as muscle endurance training in humans [54], reloading after hindlimb suspension [28], and electrostimulation in denervated muscles [55] in rats. We established that treadmill training, as performed in our study, was sufficient to restore control levels of gene expression within 5 days. Our results further demonstrated the high sensitivity of* Lpl* and* Fabp3* gene expression to muscle activity and reloading achieved by treadmill training leading to muscle hypertrophy in moderate SCI rats.

Fiber type related genes also showed a great sensitivity to SCI induced disuse. It has been well established in the literature that muscle fibers distribution undergoes a shift towards fast fibers with disuse after SCI [56]. Consistent with this, we observed a fast change in the expression of myosin heavy and light chains genes, with an increase in some of the fast type (*Myh1*,* Myhbp*) and a decrease in the slow type (*Myl2* and* Myh3*). Interestingly, the expression level of* Myh1* was corrected in response to treadmill training on day 14, showing the effect of training on SCI muscles.

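One probe set is assigned to several myosin genes, so its signal is not given to any of them here. Its log2 fold change against CTR was 2.78 on day 3 (adjusted p = 0.00514), 4.09 on day 8 (adjusted p = 0.000659) and 4.35 on day 14 (adjusted p = 0.000655). Between SCI14d + TM and SCI14d it differed by -1.33 (adjusted p = 0.865, exact permutation p = 0.113). This probe set was picked after its values were seen.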

In summary, using genome wide analysis, we were able to identify some of the main pathways responsible for muscle wasting following moderate SCI and more importantly the corrective effect of treadmill training on these pathways. Here, we chose to focus on the BMP and TGF*β* signaling and established a key role for some of the genes within these pathways. Our observations suggest that* Smad3*,* Bmpr2*, and* Fst* are genes of interest in the study of moderate SCI. Protein expression and phosphorylation need to be investigated to allow further interpretation, although beyond the scope of this study. It would make it possible to test the hypotheses that* Fst* overexpression in SCI competes with* Smad3* regulation and that this effect is reversed by treadmill training leading to muscle mass recovery. More importantly, this would elucidate whether or not treadmill training activates the BMP/Smad pathway contributing to hypertrophy. This would establish the effect of BMP signaling activation and TGF*β* signaling on muscle regeneration with treadmill training in SCI via* Smad3* downregulation proving early indicators of efficient reloading in SCI rat and as a promising therapeutic approach. The body of data presented in this study constitutes a comprehensive guide to future studies targeting muscle mass preservation or recovery in moderate SCI.

## Supplementary Material

The supplementary material provides the following:1- A table of the top five canonical pathways affected at each comparison point and a list of the genes included in these pathways which expression levels were significantly changed.2- A series of five tables containing, each individual gene's accession number, expanded name, and fold change, for each of the top 5 pathways at each comparison point.

## Figures and Tables

**Figure 1:**
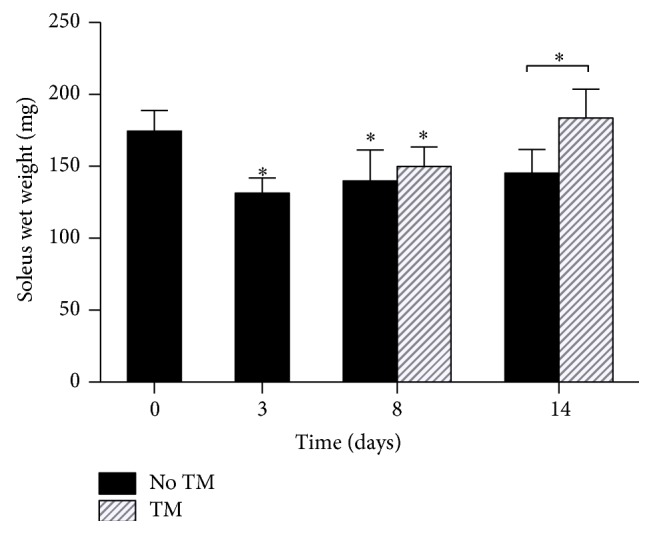
Muscle wet weight was significantly decreased on days 3 and 8 as compared to day 0 and significantly increased in the treadmill training group as compared to untrained animals on day 14. ^*∗*^ *p* < 0.05.

**Figure 2:**
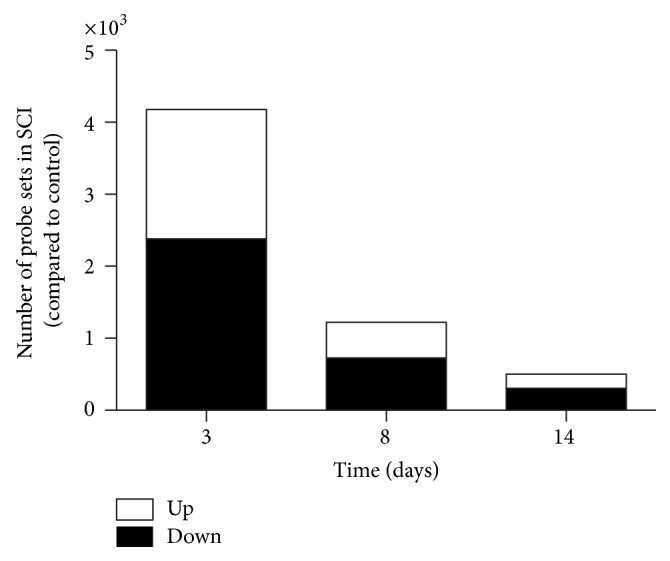
Number of probe sets differentially expressed in control and SCI rat soleus muscles decreased 8 and 14 days after SCI.

**Figure 3:**
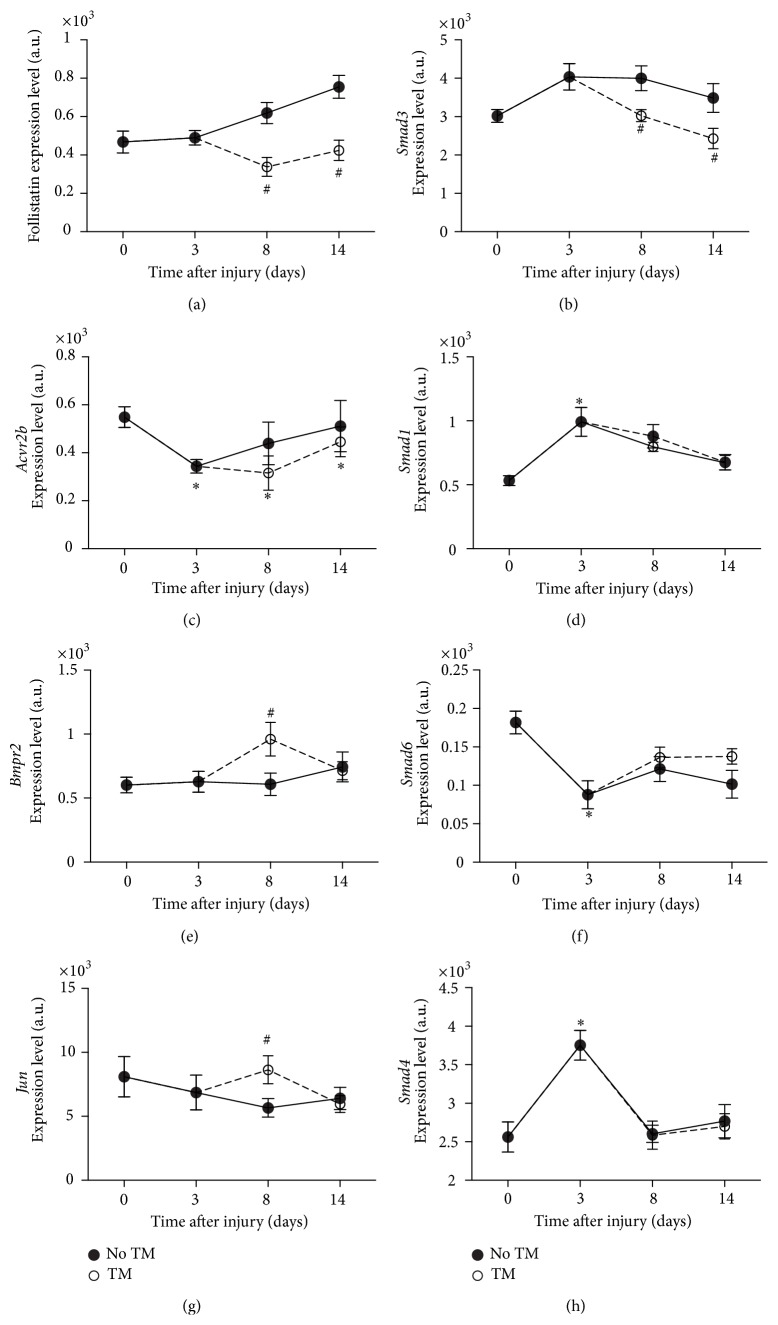
BMP/TGF*β* pathway related genes. Gene expression level changes in* Fst* (a),* Smad3* (b),* Acvr2b* (c),* Smad1* (d),* Bmpr2* (e),* Smad6* (f),* Jun* (g), and* Smad4* (h) in soleus of trained and untrained SCI animals. All expression levels are referenced to a control sample's GAPDH levels. ^*∗*^Significantly different from controls (*p* < 0.05). ^#^Significantly different from untrained animals (*p* < 0.05).

**Figure 4:**
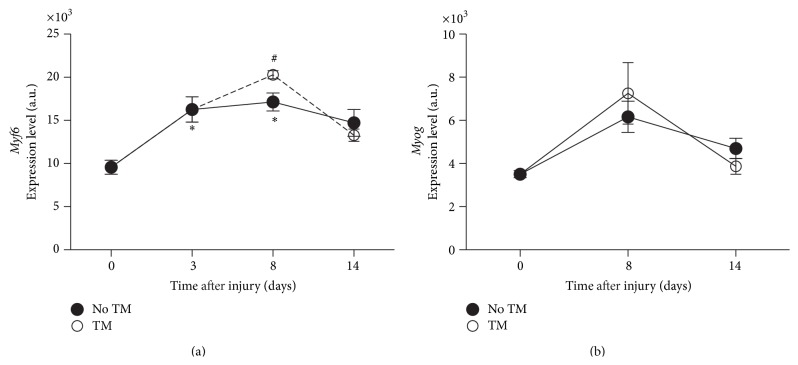
Myogenic regulatory factors. Gene expression level changes in* Myf6* (a),* Myog* (b), in soleus of trained and untrained SCI animals. All expression levels are referenced to a control sample's GAPDH levels. ^*∗*^Significantly different from controls (*p* < 0.05). ^#^Significantly different from untrained animals (*p* < 0.05).

**Figure 5:**
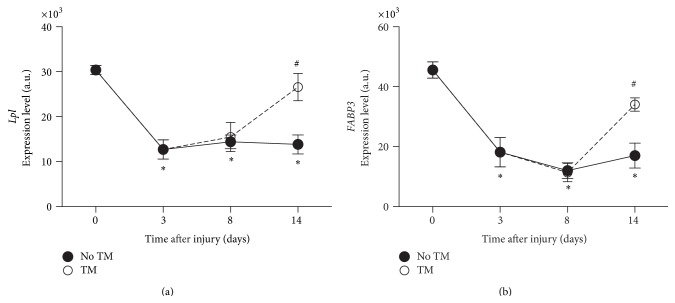
Fatty acids metabolism. Gene expression level changes in* Lpl* (a),* Fabp3* (b), in soleus of trained and untrained SCI animals. All expression levels are referenced to a control sample's GAPDH levels. ^*∗*^Significantly different from controls (*p* < 0.05). ^#^Significantly different from untrained animals (*p* < 0.05).

**Figure 6:**
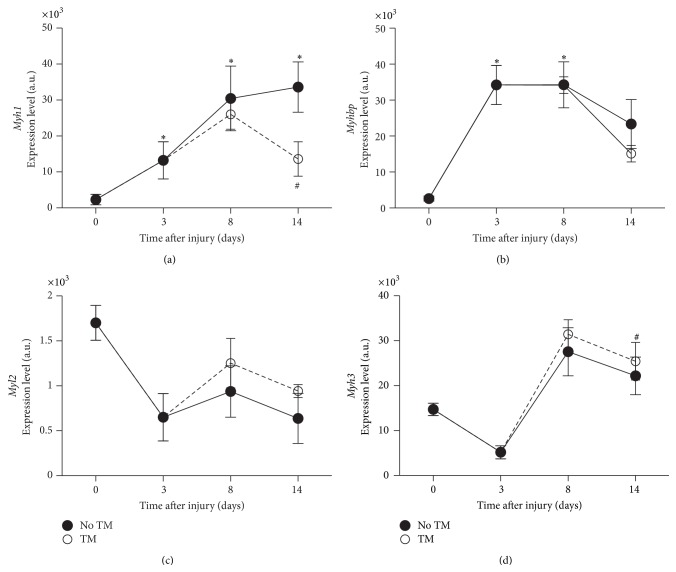
Myosin heavy and light chain indicative of fiber type. Gene expression level changes in* Myh1* (a),* Myhbp* (b), indicative of fast fibers, and* Myl2* and* Myh3*, indicative of slow fibers in soleus of trained and untrained SCI animals. All expression levels are referenced to a control sample's GAPDH levels. ^*∗*^Significantly different from controls (*p* < 0.05). ^#^Significantly different from untrained animals (*p* < 0.05).

**Figure 7:**
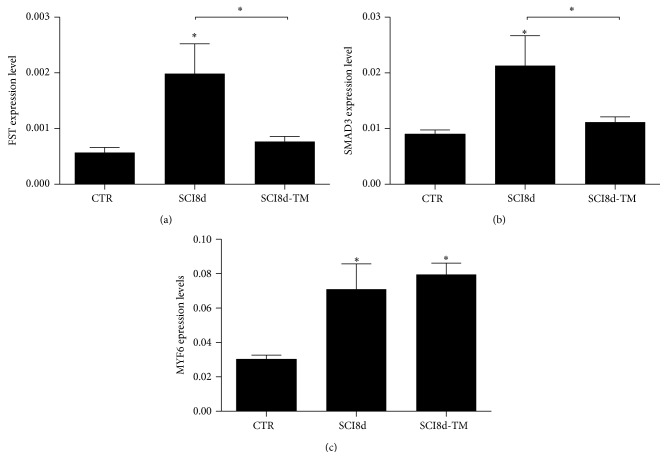
FST (a), SMAD3 (b), and MYF6 (c) mRNA expression in the soleus muscle of controls, untrained SCI animal on day 8 after surgery (SCI8d), and trained SCI animal on day 8 after surgery (SCI8d + TM). ^*∗*^ *p* < 0.05.

**Figure 8:**
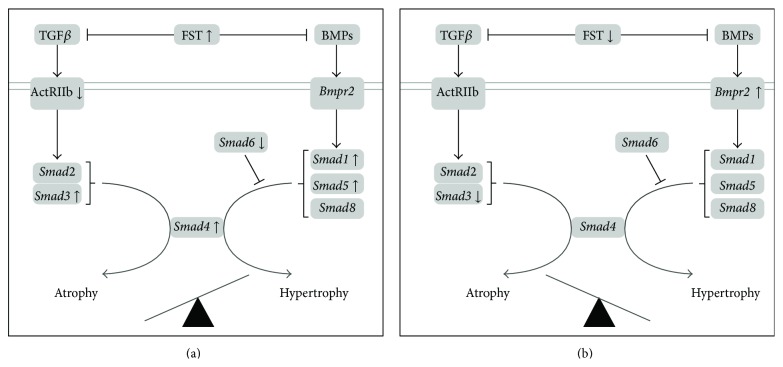
Schematic of the changes in soleus muscle gene expression within the TGF*β* and BMP pathways, with SCI (a) and acute response to treadmill training (b). Panel (a) shows the combined changes observed on day 3 and 8 after SCI, where several* Smads* (*Smads* 3, 4, and 1/5) and* Fst* gene expression was increased compared to control in parallel with muscle atrophy. Panel (b) summarizes the changes observed 8 days after SCI after 3 sessions of treadmill training compared to untrained animals. The changes in* Smad3* and* Fst* were reversed, and* Bmpr2* expression was increased, suggesting a role for the BMP pathway in the initiation of muscle mass recovery process observed with treadmill training.

**Table 1:** Primer sequences used for quantitative RT-PCR.

Genes	Primer	Primer sequence
*Gapdh *	Forward	F-5′-TCCGCCCCTTCCGCTGATG-3′
	Reverse	R-5′-CACGGAAGGCCATGCCAGTGA-3′

*Smad3 *	Forward	F-5′-AAGATACCCCCAGGCTGC-3′
	Reverse	R-5′-CTGTCTGTCTCCTGTACTC-3′

*Myf6 *	Forward	F-5′-CTAAGGAAGGAGGAGCAAG-3′
	Reverse	R-5′-TGTTCCAAATGCTGACTGAG-3′

*Fst *	Forward	F-5′-GTGTATCAAAGCAAAGTCTTG-3′
	Reverse	R-5′-GCTCATCGCAGAGAGCA-3′

**Table 2:** Five most significantly activated pathways for each comparison of the study.

Group/comparison	3 days	8 days	14 days
No treadmill training versus control	Protein ubiquitination pathway	Mitochondrial dysfunction	Mitochondrial dysfunction
	Mitochondrial dysfunction	Valine, leucine, and isoleucine degradation	Synthesis and degradation of ketone bodies
	Oxidative phosphorylation	Propanoate metabolism	Oxidative phosphorylation
	Regulation of eIF4 and p70S6K signaling	Butanoate metabolism	Citrate cycle
	Ubiquinone biosynthesis	Pyruvate metabolism	Ephrin receptor signaling

Treadmil training versus no training		Protein ubiquitination pathway	Estrogen receptor signaling
		Amyloid processing	EIF2 signaling
		BMP signaling pathway	Regulation of eIF4 and p70S6K signaling
		Role of BRCA1 in DNA damage response	Glutamate metabolism
		Hereditary breast cancer signaling	Granzyme B signaling

How the deposited data were processed for this re-analysis (not part of the article)

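RNA of the left soleus was measured in 36 female rats, 6 in each of 6 groups, with 1 Affymetrix rat genome array per rat. The groups were age-matched controls (CTR), rats 3, 8 and 14 days after a moderate contusion of the thoracic spinal cord (SCI3d, SCI8d and SCI14d), and rats that also trained on a treadmill from day 7 until day 8 or day 14 (SCI8d + TM and SCI14d + TM). The sample labels call the controls "Pre". The paper gives 200 ng of RNA per array and the labels give 5 µg, and which applies is not known.

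The authors made the deposited values, which are intensities (hybridization signals), with Microarray Suite 5.0, and scaled them on a linear scale without a log. The values bear this out: the trimmed mean of each array lay between 800.27 and 800.37, and the medians lay between 166.4 and 234.3. The table holds 31099 probe sets, among them 57 controls of the array, and 31042 were tested. It holds no present calls, so the authors' filter on these calls could not be repeated. The depth of an array cannot be given as a count; the number of arrays limits the precision.

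From these values, signals below 1 (1144 values, 0.102%) were set to 1 and log2 was taken. Of the 31042 probe sets, 20826 had 1 gene symbol, 436 had several and 9780 had none, and genes were named only from probe sets with 1 symbol. Gene IDs of 20758 probe sets matched the reference table of the GRCr8 assembly, used for names only, and 0 symbols changed. Each gene that the paper names was reported at the probe set of its supplementary tables, otherwise at its brightest probe set. Genes were named by a fixed rule: every gene the paper names, the 10 largest rises and 10 largest falls past the threshold in each comparison with a mean log2 signal above 7.606, the median of all probe sets, and up to 4 members with the smallest adjusted p in each list. The paper's own values for its genes had been seen by then.

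Groups were compared with limma 3.58.1 in R 4.3.3, with lmFit on all 36 arrays and eBayes with a trend, and p values were adjusted by the Benjamini-Hochberg method over 31042 probe sets, at 0.05. The comparisons were the 3 injured groups against CTR, each trained group against the untrained group of its day and against CTR, and the training effect on day 14 minus that on day 8. Gene lists, 45 with 3 or more measured genes, were tested with limma's camera at a preset correlation of 0.01 and with an estimated correlation. Exact two-sided permutation tests over 6 rats against 6 have a smallest p of 0.00216. The difference in training effect of a list between days was tested over 100000 random permutations, and the counts of probe sets over 100 random splits of each pair of groups. Outlying rats were found with Dixon's ratio at 0.625. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

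The model was tested on simulated data with known changes. For each comparison, 67 of 31042 probe sets were changed by 1.5-fold, 67 by 2-fold and 66 by 4-fold. In the real data 5109 probe sets passed for SCI3d against CTR, and recovery with that many changes was not simulated. For SCI3d against CTR, 8.96%, 31.3% and 72.7% of probe sets changed by 1.5-fold, 2-fold and 4-fold were recovered. For SCI14d + TM against SCI14d, changes of 2-fold were recovered for 43.3%. When the NADH dehydrogenase list was shifted by 0.3 log2 in simulated data of that comparison, camera with the preset correlation found it (adjusted p = 5.58e-43) and also called 8 of 44 other lists. With an estimated correlation it missed the list (adjusted p = 0.108) and called 0 others, so that setting can miss a real shift of this size. The exact permutation test gave the shifted list an unadjusted p of 0.0346 and called 0 others. That p was not adjusted over the lists, unlike the camera values. It therefore does not show that the exact test finds a shift of this size after adjustment.

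The alternatives tried were quantile normalization, scaling to Gapdh, 32 added to the signal, bright probe sets only, eBayes without a trend, the replicate number as a block, a fit to the groups compared alone, the mean of all probe sets of a gene, leaving out each array in turn, and the t-test that the paper names. Replicate numbers do not pair the rats: 8 of 36 arrays correlated best with an array of their own number. Pathway analysis in the authors' software was not repeated. The RT-qPCR and the muscle weights were not analysed here.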

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

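Of the tests in this part, the position test and the fast fibre test of single rats, the comparison of replicates 5 and 6 with the others, the permutation tests on list means and the choice of lists whose training effect differed between days were chosen after the result was seen.

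SCI8d replicate 1 and SCI14d replicate 2 lay near the control rats, and without both of them the counts of probe sets that differed from CTR were 3543 on day 8 and 2076 on day 14. Over 1586 probe sets, 37.3% and 30% of their values lay beyond all control rats, against 82.5 to 94.2% and 64.6 to 86.8% in the other rats of their groups and 6.6 to 34.7% in single control rats set against the rest, and this first, ambiguous test was replaced by positions on a line from CTR at 0 to SCI3d at 100. That line was drawn over the probe sets that passed limma's test on day 3. On that line a control rat under a wrong label is argued against for SCI8d replicate 1, at 23.3 against 6.1 to 16.1 (SD 4.3) for control rats held out, and stays open for SCI14d replicate 2, at 12.6. RNA quality as the source is argued against for both, since their Gapdh 3' to 5' log2 ratios of 0.09 and 0.22 and their beta-actin ratios of 0.77 and 0.86 lay inside the ranges of the other rats, 0.04 to 0.69 and 0.5 to 1.33. CTR replicate 3 set both upper ends, and both rats also lay below the next highest ratios, 0.43 and 0.92. The 34.7% given above was also CTR replicate 3, and the next highest control rat had 20.5%. A piece of fast muscle in the sample stays open, with fast fibre genes 0.61 and 0.3 above the other rats of the group and slow fibre genes, which it would lower, at -0.09 and 0.06, while SCI8d replicate 3, which did not lie near the controls, had 0.62 for fast fibre genes (log2, SD of the other rats' fast fibre values 0.56 and 0.33, a bound moved from 1 to 2 SD after these values were seen), and a milder injury in these rats stays open and untested.

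The NADH dehydrogenase genes were higher in SCI14d + TM than in SCI14d by a mean log2 difference of 0.22. Scaling of the arrays is argued against as the whole source, since the difference was 0.15 after quantile normalization and 0.16 with scaling to Gapdh, and so is a single array, since the lowest difference was 0.13, without SCI14d replicate 4, and the highest 0.28, without SCI14d replicate 2. Chance is not excluded, with a permutation p of 0.16 over all splits of the 12 rats. An effect of training on these genes therefore stays open beside chance.

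Replicates 5 and 6 of the 6 groups differed from replicates 1 to 4 within groups at 915 probe sets, 233 higher and 682 lower, against 0 to 103 for the other 14 pairs of replicate numbers. The genes with the strongest differences were Adrm1 (-1.28), Ubl5 (-0.94), Usp7 (-1), Sp2 (-1.43) and Ubl7 (-0.81), as log2 differences. A batch in labelling or hybridization stays open, with 21 of 45 bacterial control probe sets at an unadjusted p under 0.05 against at most 20 in the other pairs, and so does RNA quality, with a Gapdh 3' to 5' log2 difference of -0.09 against at most 0.1 in size. Both margins are within the spread of the other pairs, so the bounds set for these tests were too tight to decide. With these replicates as a covariate, 5319, 2142 and 1181 probe sets differed from CTR on days 3, 8 and 14, and no biological explanation was tested.

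Among 156 groups of 6 values, 13 held a rat far from the other 5, where 7.8 are due at 1 in 20. In CTR these were Myog at 4290 in replicate 6 (others 3250 to 3560), Myh4 at 7920 in replicate 2 (36.5 to 189), and in replicate 3 the 3' to 5' log2 ratios of Gapdh at 0.689 (0.103 to 0.216) and of beta-actin at 1.33 (0.666 to 0.873). Over the fast fibre list CTR replicate 2 lay 1.2 above the other controls (median log2 deviation), with slow fibre genes at -0.05. Fast muscle in that sample was not tested. In SCI3d Mybph was 9310 in replicate 3 (34400 to 49100). In SCI8d replicate 1, Smad5 was 1770 (1150 to 1300), Igfbp5 23400 (3960 to 6910) and Myh3 4070 (23100 to 40700). In SCI14d, Smad6 was 17.9 in replicate 4 (164 to 395), Myl2 12600 in the same rat (33900 to 55700), and Myh4 68 in replicate 1 (1930 to 8550). In SCI14d + TM replicate 1, Bmpr2 was 402 (647 to 849) and the Gapdh ratio 0.413 (0.0533 to 0.155).

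The training effect differed between the days for none of the lists after adjustment of the permutation p; 3 passed camera with the preset correlation together with a permutation of the trained and untrained labels at an unadjusted p under 0.05. Ketone body use was higher by 0.94 on day 14 than on day 8 (mean log2, permutation p = 0.0118), mitochondrial biogenesis regulators by 0.5 (permutation p = 0.0179), and autophagy and lysosome genes by 0.11 (permutation p = 0.0181). Adjusted over 45 lists, the permutation p was 0.271 for each, and the camera adjusted p with an estimated correlation was 0.122, 0.459 and 0.257.

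Lists that the paper does not test as a set also moved against CTR, past camera's test and past an exact permutation test adjusted over 45 lists, and none of them passed camera with an estimated correlation. On day 3 glycolysis genes had a mean log2 fold change of -0.55 (5 of 12 fell, exact permutation adjusted p = 0.0115), adipocyte markers -1.45 (6 of 9 fell and 1 rose, 0.0115) and red blood cell markers 1.73 (3 of 5 rose, 0.00885). On day 8 cell proliferation genes had 1.04 (6 of 26 rose, exact permutation adjusted p = 0.0225), endothelial markers -0.40 (1 of 12 fell, 0.0225), adipocyte markers -0.94 (1 of 9 fell, 0.0354) and red blood cell markers 1.66 (3 of 5 rose, 0.0225). On day 14 cell proliferation genes had 1.24 (7 of 26 rose, exact permutation adjusted p = 0.0244), smooth muscle markers, a class the paper mentions through Myh3 and Myl2, -0.31 (0 of 10 passed in limma, 0.0244) and fibroblast and matrix markers 1.07 (7 of 20 rose, 0.0375).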

How the results depend on the processing

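The fit with replicates 5 and 6 as a covariate, the fits that leave out a pair of arrays together, the array weights and the exact permutation test of lists were chosen after the data were seen. The cause was not tested for any change below, except where fewer arrays or probe sets or a missing adjustment set it. The methods' t-test without adjustment called 7942, 6272 and 5239 probe sets on days 3, 8 and 14, 1253 and 1785 for training on days 8 and 14, and 8480 and 4533 for SCI8d + TM and SCI14d + TM against CTR. With Benjamini-Hochberg adjustment it called 882 on day 8, 335 on day 14, 0 for SCI14d + TM against SCI14d and 40 for SCI14d + TM against CTR. With scaling to Gapdh, 1093 were called on day 8 and 2406 for SCI8d + TM against CTR. The 1 probe set of SCI14d + TM against SCI14d gave 0 with log2(signal + 32), 0 with bright probe sets only and 0 in a fit to only the 2 groups compared. The 111 probe sets of SCI14d + TM against CTR became 62 in eBayes without trend, 176 with the replicate block, 167 in a fit to only the 2 groups and 183 with the covariate. Without SCI8d replicate 1 and SCI14d replicate 2 the counts were 3543 on day 8, 2076 on day 14, 6 for training on day 14 and 236 for SCI14d + TM against CTR. Without CTR replicate 3 and SCI14d replicate 4 they were 653 on day 14 and 316 for SCI14d + TM against CTR. With array weights they were 3968 on day 8, 2127 on day 14, 8 for training on day 14, 694 for SCI14d + TM against CTR and 2 for the difference in training effect between days.

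Leaving out 1 array at a time gave 3941 to 5104 probe sets on day 3, 1110 to 3398 on day 8, 403 to 1734 on day 14, 0 to 1 for training on day 8, 1 to 13 for training on day 14, 2617 to 4363 for SCI8d + TM against CTR, 20 to 247 for SCI14d + TM against CTR and 0 to 1 for the difference between days. The last count but one was 33, 41, 234, 70 and 30 without CTR replicates 1, 2, 3, 4 and 6, and 247, 20, 21 and 55 without SCI14d + TM replicates 1, 3, 5 and 6. The single call for training on day 8 came without SCI8d replicate 1, and those for the difference between days came without SCI8d replicate 3 or without SCI14d replicate 4. The arrays that move the day 8, day 14 and trained day 14 counts by over 1.5 times are named beside those counts above.

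Of the gene lists past camera's test, with an estimated correlation 4 of 18 were left on day 3, 1 of 26 on day 8, 1 of 21 on day 14, 0 of 9 and 1 of 14 for training on days 8 and 14, 1 of 23 and 0 of 22 for SCI8d + TM and SCI14d + TM against CTR, and 0 of 17 for the difference between days. Quantile normalization left 5 lists for training on day 8, and the exact permutation test on the list mean per rat called 0 for training on day 8, 0 for training on day 14 and 0 for SCI14d + TM against CTR. The ribosomal protein list changed its direction on day 14 (adjusted p = 0.000433 with quantile normalization, 0.228 with scaling to Gapdh and 0.978 in the exact permutation test), for training on day 14 (0.0234 with quantile normalization), for SCI14d + TM against CTR (0.0199 with scaling to Gapdh) and for the difference between days (0.0257 with quantile normalization). As the mean of all its probe sets, Atp5po changed direction to 0.05 on day 3, and Tpm3 to 0.14 on day 14.

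Of 1417 results for single genes, quantile normalization ended 25 calls and added 22, scaling to Gapdh 100 and 25, log2(signal + 32) 6 and 5, eBayes without trend 53 and 0, the replicate block 7 and 22, the methods' t-test 2 and 351, and the mean of all probe sets 45 and 32. Of the genes that passed here, only the 2 above changed direction, with the mean of all probe sets. Among genes that passed in neither fit, the sign changed for 46 results with the mean of all probe sets, among them Bmpr2 for training on day 8 (0.68 to -0.23) and Smad5 on day 3 (-0.15 to 0.17), for 29 with scaling to Gapdh and for 7 with quantile normalization. The mean for Bmpr2 takes in a dim probe set, as given above. With bright probe sets only, 0 of 1269 were lost and 50 added. Of 360 list tests, quantile normalization ended 22 and added 10, scaling to Gapdh 10 and 8, log2(signal + 32) 0 and 1, eBayes without trend 4 and 0, the replicate block 3 and 0, the estimated correlation 142 and 0 and the mean of all probe sets 8 and 6. With bright probe sets only, 19 of 344 were lost and 3 added, and the exact permutation test ended 63 of 315 and added 15. No present calls were used here, so how far a dim probe set lies above its background was not measured.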

Differences from the paper's values

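The tests on other probe sets of a gene, the fit without a single rat far from its group, the methods' t-test on the probe sets of the study's tables and the use of each setting's own SD were chosen after the values were seen.

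A fold change counts as within the paper's when the log2 values differ by no more than the larger SD of the 2 groups on the log2 values of that setting, and a count when neither is over 1.5 times the other. In this balanced design some settings cannot move a fold change. These are bright probe sets only, eBayes without trend, the replicate block and the methods' t-test. Their fold changes below differ from the main value by rounding at most and are no separate check of it. For Smad4 on day 3 the paper's fold change is 1.8 and the value here 1.48. Of the alternatives set before the data were examined, the value came within the paper's under scaling to Gapdh (1.52, where the SD is 0.39 against 0.27), and not as the mean of all probe sets (1.61) or under quantile normalization (1.46), log2(signal + 32), bright probe sets only, eBayes without trend, the replicate block or the methods' t-test (1.47 each). At another of its probe sets, chosen after the values were seen, it was 1.77. For Smad5 on day 3 the paper's fold change is 1.3 and the value here -1.11. The mean of all probe sets (1.13) came within the paper's, and quantile normalization (-1.09), scaling to Gapdh (-1.08), log2(signal + 32), bright probe sets only, eBayes without trend, the replicate block and the methods' t-test (-1.11 each) did not. At 2 other probe sets, chosen after the values were seen, it was 1.32 and 1.33. For Fst on day 8 the paper's fold change is 2.5, which is also the value it gives for RT-qPCR, and the value here 1.35. No alternative came within it: log2(signal + 32) and scaling to Gapdh gave 1.32, the mean of all probe sets 1.42, quantile normalization, bright probe sets only, eBayes without trend, the replicate block and the methods' t-test 1.35 each, and another probe set, chosen after the values were seen, 1.51. For Smad3 on day 8 the paper's fold change is 2 and the value here 1.31. Of the alternatives set beforehand, the mean of all probe sets (2.45, with an SD of 1.42 on the log2 scale) came within it, and scaling to Gapdh (1.29), quantile normalization (1.33), log2(signal + 32), bright probe sets only, eBayes without trend, the replicate block and the methods' t-test (1.31 each) did not. Another probe set, chosen after the values were seen, gave 4.56 with a spread that covers the paper's value. For Bmpr2 in SCI8d + TM against SCI8d the value here matches the paper's, and the mean of its probe sets gave -1.17. That mean takes in a dim probe set, with a mean log2 signal of 4.32. For Bmp3 in that comparison the value also matches, and log2(signal + 32) gave -1.62 against -2.35. For Smad6 on day 3 the paper's fold change is -2.3 and the value here -1.28, within the SD of 0.91. It was not within under quantile normalization (-1.21), scaling to Gapdh (-1.25), log2(signal + 32) (-1.21) or the mean of all probe sets (-1.45).

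The paper shows about 1200 changed genes on day 8 in Fig. 2, read by eye, and 1945 probe sets changed here. Of the alternatives set before the data were examined, scaling to Gapdh (1093), the methods' t-test with Benjamini-Hochberg adjustment (882), eBayes without trend (1633), a fit to only the 2 groups compared (1726) and the fits without 1 of the arrays other than SCI8d replicate 1 came within 1.5 times of it, and quantile normalization (1870), log2(signal + 32) (1964), bright probe sets only (2151), the replicate block (2035), the methods' unadjusted t-test (6272) and the fit without SCI8d replicate 1 (3398) did not. For day 14 the paper shows about 500 in Fig. 2, read by eye, and 989 probe sets changed here. The methods' t-test with Benjamini-Hochberg adjustment (335), eBayes without trend (703), a fit to only the 2 groups compared (746), and the fits without CTR replicate 1, 2, 4, 5 or 6 or without SCI14d replicate 3, 4, 5 or 6 came within it. Quantile normalization (803), scaling to Gapdh (1158), log2(signal + 32) (1003), bright probe sets only (1292), the replicate block (1084), the methods' unadjusted t-test (5239) and the fits without CTR replicate 3 (1271), SCI14d replicate 1 (878) or SCI14d replicate 2 (1734) did not. The paper's threshold, an unadjusted p under 0.05, gives the larger counts.

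The paper reports that the trained groups changed most on day 14 and gives training effects on single genes as significant. Adjusted over all probe sets, 0 passed on day 8 and 1 on day 14, while at an unadjusted p under 0.05 the counts were 1342 and 1846. All 322 fold changes in the study's supplementary tables lay within 0.001 of the values here on the log2 scale, and all 322 probe sets passed the methods' unadjusted t-test, but after adjustment 0 of 32 passed for training on day 8 and 0 of 28 for training on day 14. Under the methods' unadjusted t-test the training calls on Fst, Smad3, Bmp3, Bmpr2, Jun, Myf6 and Lpl all passed, as did those on Fabp3, Cox8a, Cox7a2l and Myh4 on day 14, and that on Myh1 did not. For Fst and Smad3 the paper also reports lower mRNA with training on day 8 by RT-qPCR, which was not analysed here. By RT-qPCR it found no significant rise of Myf6. The paper puts the translation initiation factors of day 3 below CTR, whereas 29 of 40 probe sets of its own list were higher and, of 41 initiation factors, 20 rose and none fell in limma. The paper puts Myh1 above CTR after SCI, whereas Myh1 at the probe set used here fell, by 1.07 on day 3 and 1.28 on day 8 on the log2 scale, and another of its probe sets, chosen after the values were seen, was 1.92-fold higher on day 8 and passed the methods' unadjusted t-test only. A probe set that is assigned to several myosin genes and was chosen after the values were seen rose by 2.78 on day 3, 4.09 on day 8 and 4.35 on day 14. Whether Fig. 6(a) shows this probe set was not tested. The paper puts Myh3 below CTR after SCI, whereas Myh3 fell on day 3 and was higher by 0.64 on day 8 and 0.49 on day 14, which did not pass, and without SCI8d replicate 1 rose by 1.14 on day 8 (adjusted p = 0.024). Myl2, which the paper reports as lower, did not pass at the probe set used here, and passed at its other probe set, chosen after the values were seen, by -1.83 on day 3 and -1.94 on day 14. The paper reports lower expression for most changed genes at each time, whereas under the methods' unadjusted t-test 56.2% were lower on day 3, 48.4% on day 8 and 42.5% on day 14; after Benjamini-Hochberg adjustment of that test 61.7% and 61.5% were lower, in limma 52.2% and 52.3%, with quantile normalization 54.8% and 62.4% (day 3: 50.8%), and with scaling to Gapdh 59.7% and 11.9%. The mean Gapdh signal was itself lower in SCI14d than in CTR, which lowers the day 14 share under that scaling. The paper calls Smad6 and Acvr2b lower and Smad5 higher on day 3, and Smad1, Fst and Smad3 higher on day 8, none of which passed here after adjustment. Smad6 passed at another probe set (-2.33-fold, adjusted p = 0.0145), chosen after the values were seen, and Smad1 on day 8 passed with bright probe sets only, with the replicate block, as the mean of all probe sets and, chosen after the values were seen, at another probe set (1.63-fold, adjusted p = 0.0136). Under the methods' unadjusted t-test Acvr2b on day 3 and Smad1 and Smad3 on day 8 passed at the probe sets used here, and at probe sets chosen after the values were seen so did Smad5 on day 3 and Fst on day 8. Smad3, which the paper reports as unchanged on day 3, passed that t-test there (1.32-fold, adjusted p = 0.105 in limma). Smad4, which the paper also puts higher together with Fst on day 8, differed by 0.04 on the log2 scale, and another of its probe sets, chosen after the values were seen, was 1.21-fold higher and passed the methods' unadjusted t-test only. Igfbp5, which the paper puts above CTR on day 14, did not pass at the probe set used here and passed at another (log2 fold change 1.17, adjusted p = 0.0364), chosen after the values were seen.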

Other observations

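Of the tests in this part, the splits of the trained comparisons and of the difference between days by adjusted counts and the permutation tests on list means were chosen after the result was seen. The permutation test of correlations across genes and the pair of the injury effect on day 3 with training on day 14 were added after the analysis plan was fixed.

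Genes of dividing cells and of extracellular matrix were higher in SCI8d + TM than in CTR, and part of them also in untrained SCI8d. Of 26 cell proliferation genes, 18 rose and 22 rose when adjusted over the list alone, with a median log2 fold change of 1.82 (camera adjusted p = 1.39e-14, adjusted p = 0.196 with an estimated correlation). Bub1b, a checkpoint kinase of mitosis, rose by 3.43 (adjusted p = 0.000262) and Cdk1, which drives cells into mitosis, by 3.42 (adjusted p = 4.69e-05), both above the control mean in 6 of 6 rats. Of 20 fibroblast and matrix markers, 13 rose and 17 rose when adjusted over the list alone, with a median of 1.32 (camera adjusted p = 4.06e-10, adjusted p = 0.21 with an estimated correlation). Lox, which crosslinks collagen, rose by 3.17 (adjusted p = 0.000439) and Col5a2 by 1.93 (adjusted p = 0.000824), above the control mean in 6 and 6 of 6 rats. Of 16 macrophage markers 5 rose, and 8 when adjusted over the list alone (median 0.73, camera adjusted p = 0.000172, adjusted p = 0.346 with an estimated correlation). Of 8 myogenic regulators 4 rose (median 0.87, camera adjusted p = 0.00384, adjusted p = 0.196 with an estimated correlation). Of 35 NADH dehydrogenase subunits 27 fell (median -0.54) and of 30 fatty acid genes 26 fell (median -1.12). Against SCI8d, the proliferation list differed by a median of 0.75 (camera adjusted p = 4.67e-14, adjusted p = 0.784 with an estimated correlation, exact permutation p = 0.0779), and 0 of 26 genes passed in limma. For the matrix list that difference was 0.28 (camera adjusted p = 0.0264, adjusted p = 0.8 with an estimated correlation) and for macrophage markers 0.37 (camera adjusted p = 0.00355, adjusted p = 0.8 with an estimated correlation), and 0 genes of either passed in limma. In untrained SCI8d against CTR, 6 of 26 proliferation genes rose (mean 1.04), 9 of 20 matrix markers rose (median 1.07, camera adjusted p = 4.92e-09, adjusted p = 0.232 with an estimated correlation), and 0 of 16 macrophage markers passed in limma (median 0.38, camera adjusted p = 0.0126, adjusted p = 0.538 with an estimated correlation).

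In SCI14d + TM fewer genes differed from CTR. By limma 111 probe sets passed, 80 higher and 31 lower, against 3786 in SCI8d + TM, 2011 higher and 1775 lower, and these counts were not tested against each other. The share that was lower was 27.9% and 46.9%, 8.8% and 36.2% with scaling to Gapdh, and 57.5% and 49.5% by the methods' t-test after Benjamini-Hochberg adjustment. The mean Gapdh signal was itself lower in SCI14d + TM than in CTR, which lowers the share under that scaling. Of 35 NADH dehydrogenase and 30 fatty acid genes 0 passed in SCI14d + TM by limma, with medians of -0.23 and -0.33. Proliferation genes had a median of 0.93, with 2 of 26 past the test and 12 when adjusted over the list alone (camera adjusted p = 1.68e-07, adjusted p = 0.404 with an estimated correlation). Of the matrix markers 2 rose, and 10 when adjusted over the list alone, among them Mmp2, at 1.35 (adjusted p = 0.0269), above the control mean in 6 of 6 rats.

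Whether other splits of the same rats give as large a count was tested over 100 splits, the real one included. Chance is argued against for day 3, where only the real split reached 5109 probe sets and the highest other gave 1627. The same holds for day 8 (1 split, 1945 against 1514) and for SCI8d + TM against CTR (1 split, 3786 against 1676). It also holds for SCI14d + TM against CTR (1 split, 111 against 3). For day 14 the result is weaker, since 2 splits reached the real 989 and the other of them gave 1464. Chance is not excluded for training on day 14 (5 splits, 1 against 153). For training on day 8 and for the difference between days the real count was 0, which all 100 splits must reach, so this test decides nothing there. At an unadjusted p under 0.05 chance is not excluded, with 55 splits for training on day 8 (1342 against 3535), 27 for training on day 14 (1846 against 4356) and 31 for the difference between days (1659 against 2811).

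One hypothesis was that training moves expression back toward the controls. On a line from CTR at 0 to SCI3d at 100, over all 31042 probe sets tested, SCI8d lay at 54.1 ± 15.8 and SCI8d + TM at 54.2 ± 13.2 (SD, n = 6 each, exact permutation p = 0.983). SCI14d lay at 40.6 ± 11.9 and SCI14d + TM at 31.6 ± 6.6 (SD, n = 6 each, exact permutation p = 0.143). The differences were 0.1 (standard error 8.4) and -9 (standard error 5.6), so neither test decides. Across genes, the training effect on day 14 and the injury effect on day 14 share the same untrained rats, and their correlation of -0.496 was not set apart from that of permuted rats (median -0.397, p = 0.298). With the untrained rats divided between the 2 comparisons it was -0.072 (from -0.15 to 0.053), and for the injury effect on day 3, which shares no rats with the training effect on day 14, it was -0.141 (two-sided permutation p = 0.132). For training on day 8 and the injury effect on day 8 the correlation was -0.237 (permuted median -0.341, two-sided permutation p = 0.455). With the untrained rats divided it was 0.106 (from -0.0075 to 0.233). Against the injury effect on day 3 it was 0.0096 (two-sided permutation p = 0.939). Genes are not independent replicates.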
